# RIPK1 ablation in T cells results in spontaneous enteropathy and TNF-driven villus atrophy

**DOI:** 10.1038/s44319-025-00441-5

**Published:** 2025-04-30

**Authors:** Jelle Huysentruyt, Wolf Steels, Mario Ruiz Pérez, Bruno Verstraeten, Tatyana Divert, Kayleigh Flies, Kelly Lemeire, Nozomi Takahashi, Elke De Bruyn, Marie Joossens, Andrew S Brown, Bart N Lambrecht, Wim Declercq, Tom Vanden Berghe, Jonathan Maelfait, Peter Vandenabeele, Peter Tougaard

**Keywords:** Caspase-8, TNFR1, Duodenal Pathology, T Cell Imbalance, Intestinal Epithelial Layer, Autophagy & Cell Death, Immunology, Molecular Biology of Disease

## Abstract

RIPK1 is a crucial regulator of cell survival, inflammation and cell death. Human RIPK1 deficiency leads to early-onset intestinal inflammation and peripheral T cell imbalance, though its role in αβT cell-mediated intestinal homeostasis remains unclear. In this study, we demonstrate that mice with RIPK1 ablation in conventional αβT cells (*Ripk1*^*ΔCD4*^) developed a severe small intestinal pathology characterized by small intestinal elongation, crypt hyperplasia, and duodenum-specific villus atrophy. Using mixed bone marrow chimeras reveals a survival disadvantage of αβT cells compared to γδT cells in the small intestine. Broad-spectrum antibiotic treatment ameliorates crypt hyperplasia and prevents intestinal elongation, though villus atrophy persists. Conversely, crossing *Ripk1*^*ΔCD4*^ with TNF receptor 1 *Tnfr1*^*−/−*^ knockout mice rescues villus atrophy but not intestinal elongation. Finally, combined ablation of *Ripk1*^*∆CD4*^ and *Casp8*^*∆CD4*^ fully rescues intestinal pathology, revealing that αβT cell apoptosis in *Ripk1*^*∆CD4*^ drives the enteropathy. These findings demonstrate that RIPK1-mediated survival of αβT cells is essential for proximal small intestinal homeostasis. In *Ripk1*^*∆CD4*^ mice, the imbalanced T cell compartment drives microbiome-mediated intestinal elongation and TNF-driven villus atrophy.

## Synopsis

Ablation of RIPK1 in αβT cells results in spontaneous proximal small intestinal pathology, characterized by microbiome-mediated epithelial hyperproliferation and TNF-driven villus atrophy, underlining the critical role of RIPK1 in intestinal homeostasis.

- *Ripk1*^*ΔCD4*^ mice develop spontaneous enteropathy mimicking small intestinal pathology in human RIPK1 deficiency.
- The enteropathy in *Ripk1*^*ΔCD4*^ mice is driven by enhanced caspase-8-mediated αβT cell apoptosis.
- This αβT cell apoptosis is associated with increased TNF + γδT cells and reduced IL-10 + CD4 T cells.
- The microbiome contributes to small intestinal elongation, while TNF drives the villus atrophy through TNFR1.

## Abstract (web summary)

Ablation of RIPK1 in αβT cells results in spontaneous proximal small intestinal pathology, characterized by microbiome-mediated epithelial hyperproliferation and TNF-driven villus atrophy, underlining the critical role of RIPK1 in intestinal homeostasis.

## Introduction

Inflammatory intestinal diseases, including conditions like Crohn’s disease, ulcerative colitis, and celiac disease, are complex disorders that each are characterized by significant heterogeneity in pathology across patients (Hendrickson et al, 2002; DeRoche et al, 2014; Owen and Owen, 2018). This variability complicates treatment strategies and underscores the need for a deeper understanding of the factors that drive intestinal inflammation. Given the high variability among patients, identifying specific proteins and genetic factors that influence susceptibility to intestinal inflammation is essential to understanding the mechanisms that influence intestinal pathology and may result in the identification of novel drug targets (Van Limbergen et al, 2014).

One such key factor is Receptor-Interacting Protein Kinase 1 (RIPK1), a regulator of inflammation, survival, and cell death. RIPK1’s dual role in either promoting cell survival or driving inflammation and apoptosis positions it as a central element in inflammatory responses (Newton, 2020). Clinical cases show that patients with homozygous loss-of-function mutations in the *RIPK1* gene, resulting in RIPK1 deficiency, experience early-onset intestinal inflammation, underscoring RIPK1’s essential role in immune regulation and its potential as a target for intervention (Li et al, 2019; Uchiyama et al, 2019; Sultan et al, 2022; Cuchet−Lourenço et al, 2018). Loss of RIPK1 in humans is further characterized as a primary immunodeficiency, resulting in peripheral T cell lymphopenia and enhanced T cell-mediated TNF and IFNy secretion (Sultan et al, 2022; Li et al, 2019; Dai et al, 2024; Uchiyama et al, 2019). Whether RIPK1 activation results in inflammation or cell death depends on the cellular context (Rickard et al, 2014; Silke et al, 2015; Newton, 2020). Following the binding of TNF to TNFR1, RIPK1 is kept in a pro-survival mode by multiple phosphorylation- and ubiquitination-dependent checkpoints that prevent the activation of its kinase function (Delanghe et al, 2020). Inhibition of these checkpoints allows the transition of RIPK1 from a pro-survival scaffold into an active kinase, triggering TNF-mediated induction of apoptosis or necroptosis depending on the activation of caspase-8. This shift to active kinase function is critical in inflammatory responses and can contribute to disease when dysregulated (Dondelinger et al, 2019; van Loo and Bertrand, 2022). Besides RIPK1 deficiency, mutation of the caspase-8-specific cleavage site (Asp325) leads to autoinflammatory disorders due to enhanced RIPK1 kinase activity-mediated apoptosis and necroptosis (Lalaoui et al, 2019; Newton et al, 2019).

Contrary to human patients with RIPK1 deficiency (Uchiyama et al, 2019; Cuchet-Lourenço et al, 2018; Li et al, 2019), whole-body RIPK1 deficiency in mice leads to perinatal death, limiting the ability to study its role across tissues (Kelliher et al, 1998). Therefore, conditional knockout models are required to investigate the cell type-specific effects of RIPK1 deficiency, as they allow for the targeted deletion of RIPK1 in specific tissues or immune cell populations, offering insights into tissue-specific functions and disease mechanisms that global knockout models cannot capture. As such, the pivotal role of RIPK1 in promoting cell survival has been demonstrated in various cell types, including skin keratinocytes (Dannappel et al, 2014) and intestinal epithelial cells (IECs) (Takahashi et al, 2014; Dannappel et al, 2014). Loss of RIPK1 in T cells leads to peripheral T cell lymphopenia with an increased proportion of CD4^+^ and CD8^+^ effector T cells (Huysentruyt et al, 2024; Dowling et al, 2016; Imanishi et al, 2023; Wang et al, 2023), which may impair immune surveillance and alter immune responses, particularly in tissues such as the intestines, where effector T cells play a critical role in regulating inflammation (Cheroutre et al, 2011). Thymic development of conventional T cells is largely unaffected (Webb et al, 2019; Huysentruyt et al, 2024), suggesting that RIPK1’s primary role may be more prominent in peripheral immune responses rather than in thymic selection processes. We recently showed that T cell lymphopenia following RIPK1 loss is driven by TNFR1-dependent apoptosis of peripheral naive T cells (Huysentruyt et al, 2024). No substantial pathophysiological consequences of this T cell depletion were found in *Ripk1-Lck-Cre* mice (Dowling et al, 2016). However, *Ripk1-Cd4-Cre* mice (*Ripk1*^ΔCD4^) developed age-related inflammatory disorders in the lungs, kidneys and heart, as well as sarcopenia and neurodegeneration (Imanishi et al, 2023; Wang et al, 2023), suggesting that RIPK1’s role in T cells is crucial for maintenance of tissue homeostasis in various tissues. Whether RIPK1-deficiency in T cells affects intestinal homeostasis in these mice has not been reported, but this is of particular interest given the intestinal pathology observed in patients with RIPK1 deficiency (Cuchet-Lourenço et al, 2018; Li et al, 2019; Sultan et al, 2022; Uchiyama et al, 2019).

Given that T cells are central to driving intestinal pathology in both Crohn’s disease and celiac disease (Cheroutre et al, 2011; Meresse et al, 2004; Hu et al, 2022), it is essential to investigate the role of RIPK1 in T cells and its contribution to maintaining intestinal homeostasis. Patients with Crohn’s disease can develop duodenal inflammation, although proximal small intestinal disease is mainly observed in pediatric patients (Lightner, 2018; Gupta et al, 2008). The pathology of celiac disease and autoimmune enteropathy primarily manifests in the proximal small intestine (Gentile et al, 2012; Lebwohl et al, 2018), conditions where RIPK1-mediated immune regulation could play a pivotal role in modulating inflammatory responses and maintaining intestinal homeostasis. Duodenal inflammation is often associated with lymphocytosis of intraepithelial lymphocytes (IELs) (Järvinen et al, 2003; Patterson et al, 2015; Jabri and Sollid, 2017), a process that could be influenced by RIPK1 signaling, which regulates the balance between immune activation and tissue damage in the gut. IELs are primarily composed of T cells that are interspersed between the intestinal epithelial cells, forming one of the body’s largest and most diverse T cell compartments (Olivares-Villagómez and Van Kaer, 2018). The small intestinal IEL compartment consists of several subsets of TCRαβ^+^ and TCRγδ^+^ T cells, collectively referred to as αβT and γδT cells, which contribute to immune regulation and intestinal homeostasis (Cheroutre et al, 2011). Their proximity to the IECs allows them to monitor the epithelial layer for signs of infection or other stress-related factors that may compromise gut integrity (Vandereyken et al, 2020). Consequently, dysregulation of the IEL compartment can contribute to the pathology observed in T cell driven diseases such as Crohn’s and celiac disease (Cheroutre et al, 2011; Meresse et al, 2004; Hu et al, 2022). Therefore, the intestinal pathology observed in human RIPK1 deficiency motivated the current study on RIPK1’s role in intestinal T cell-mediated tissue homeostasis.

This study shows that *Ripk1*^ΔCD4^ mice develop spontaneous small intestinal elongation and severe pathology, including crypt hyperplasia and duodenal-specific villus atrophy, indicating that RIPK1 deficiency in T cells compromises intestinal homeostasis. While duodenal enteropathy is relatively rare in animal models, it is a prevalent condition in human patients, promoting the investigation of the underlying mechanistic mediators of this pathology in mice. Here, we reveal that RIPK1 is essential in αβT cells for maintaining small intestinal homeostasis. Depletion of RIPK1 in T cells leads to a caspase-8-driven imbalance in intestinal T cell subsets, which, in turn, results in microbiome-mediated intestinal elongation and TNF-driven villus atrophy, further exacerbating the pathology.

## Results

### Selective deletion of *Ripk1* in conventional T cells results in small intestinal inflammation and elongation

T cell-specific *Ripk1*^ΔCD4^ mice were born at the expected Mendelian ratio (Fig. EV1A), but developed chronic wasting syndrome accompanied by reduced survival (Fig. 1A–C), consistent with previous reports (Dowling et al, 2016; Imanishi et al, 2023; Wang et al, 2023). *Ripk1*^ΔCD4^ mice displayed severe lymphopenia of conventional CD4^+^ and CD8^+^ T cells in the spleen and mesenteric lymph nodes (mLN) (Figs. 1D and EV1B). Despite the loss of conventional T cells, no difference in spleen size was observed in aged mice, while mLN were markedly enlarged (Fig. 1E), suggestive of intestinal inflammation in *Ripk1*^ΔCD4^ mice. Indeed, young *Ripk1*^ΔCD4^ mice (age 8–12 weeks) exhibited elongation of the small intestine (SI), which was exacerbated in aged mice (>6 months) (Fig. 1E,F). No difference in the length of the colon was observed, even in aged mice (Fig. EV1C,D). None of the macroscopic pathology observed in *Ripk1*^ΔCD4^ mice was present in aged heterozygous mice (*Ripk1*^FL/+^*CD4-Cre*^Tg/+^) (Fig. EV1E), excluding an allele dosage effect. Moreover, the scaffold function of RIPK1 was sufficient to maintain homeostasis, as aged RIPK1 kinase-dead (*Ripk1*^K45A^) mice displayed none of the above-mentioned phenotypes in terms of body weight, lymph node size, or intestinal length (Fig. EV1F,G).

**Figure 1:**
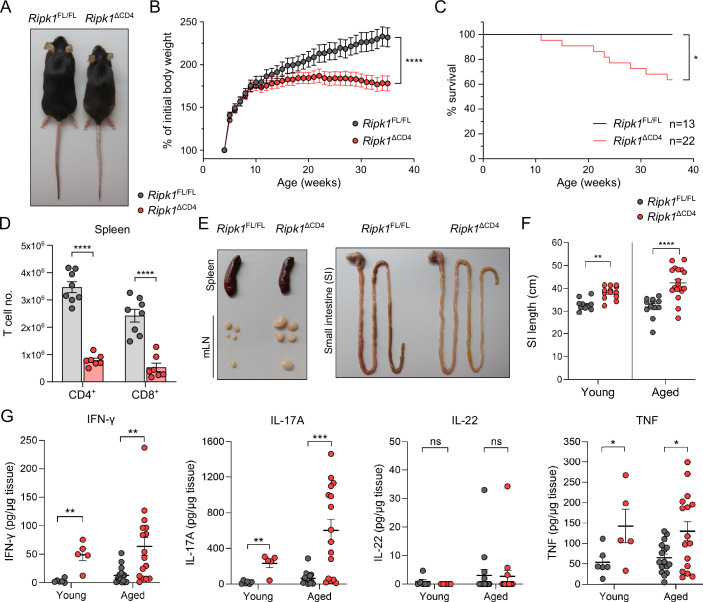
Selective deletion of *Ripk1* in conventional T cells results in small intestinal inflammation and elongation. (**A**) Representative image of an aged *Ripk1*^ΔCD4^ mouse and *Ripk1*^FL/FL^ littermate. (**B**) Weight curves of *Ripk1*^ΔCD4^ mice (*n* = 16) and *Ripk1*^FL/FL^ littermates (*n* = 13) of both sexes, plotted as a percentage of their initial body weight at weaning (3 weeks). (**C**) Kaplan–Meier survival analysis comparing *Ripk1*^ΔCD4^ mice (*n* = 22) and *Ripk1*^FL/FL^ littermates (*n* = 13). (**D**) Absolute numbers of CD4^+^ and CD8^+^ T cells in the spleens of *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, measured by flow cytometry. (**E**) Representative image of the spleen, mesenteric lymph nodes (mLN), and small intestine (SI) of an aged *Ripk1*^ΔCD4^ mouse and its *Ripk1*^FL/FL^ littermate. (**F**) Quantification of the absolute SI length in young *Ripk1*^ΔCD4^ mice (*n* = 13) and *Ripk1*^FL/FL^ littermates (*n* = 13), and aged *Ripk1*^ΔCD4^ mice (*n* = 18) and *Ripk1*^FL/FL^ littermates (*n* = 12). (**G**) Tissue concentrations of IFN-γ, IL-17A, IL-22, and TNF in the SI of young *Ripk1*^ΔCD4^ mice (*n* = 5) and *Ripk1*^FL/FL^ littermates (*n* = 6), and aged *Ripk1*^ΔCD4^ mice (*n* = 17) and *Ripk1*^FL/FL^ littermates (*n* = 16), were measured using multiplex assays (Meso Scale Discovery). Data are representative of three independent repeats (**A**, **E**), or are combined from two independent repeats (**D**), or from four independent repeats with at least two mice per group (**C**). Data are shown as mean ± SEM, with means being represented by bars or horizontal lines and each dot corresponding to an individual mouse. Statistical significance was calculated in Graphpad Prism for (**B**) by repeated-measures ANOVA (*p* < 0.0001), (**C**) the Gehan-Wilcoxon test for survival (*p* = 0.017), (**G**) two-sided unpaired T test with Welch’s correction for (Young IFN-γ: *p* = 0.0038, IL-17A: *p* = 0.009, IL-22: *p* = 0.1216, and TNF: *p* = 0.0374); and (Aged IFN-γ: *p* = 0.0072, IL-17A: *p* = 0.0009, IL-22: *p* = 0.864, and TNF: *p* = 0.0183), (**F**) Fisher’s LSD two-way ANOVA on absolute values for Young: *p* = 0.0076; and Aged: *p* < 0.0001, or (**D**) Log_2_-transformed data for CD4^+^ and CD8^+^ T cells: *p* < 0.0001. ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Young mice: 8–12 weeks old. Aged mice: >6 months old. Source data are available online for this figure.

**Figure EV1:**

Selective deletion of *Ripk1* in conventional T cells results in small intestinal inflammation and elongation. (**A**) Distribution of pups with indicated genotypes from crosses between *Ripk1*^FL/FL^; *Cd4-Cre*^+/+^ and *Ripk1*^FL/+^; *Cd4-Cre*^Tg/+^ parents. Bars represent the observed percentage of mice with each genotype within a total population of *n* = 205 mice. The expected percentage is denoted by the horizontal dotted line, and the *p*-value resulting from a chi-square test are indicated. (**B**) Absolute numbers of CD4^+^ and CD8^+^ T cells in the mesenteric lymph nodes (mLN) of *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, measured by flow cytometry. (**C**) Representative image of the full colon and caecum of an aged *Ripk1*^ΔCD4^ mouse and *Ripk1*^FL/FL^ littermate. (**D**) Quantification of the absolute length of the colon of young *Ripk1*^ΔCD4^ mice (*n* = 22) and *Ripk1*^FL/FL^ littermates (*n* = 22) and aged *Ripk1*^ΔCD4^ mice (*n* = 25) and *Ripk1*^FL/FL^ littermates (*n* = 22). (**E**) Representative images of an aged homozygous *Ripk1*^ΔCD4^ mouse, heterozygous *Ripk1*^Fl/+^;*Cd4-Cre*^Tg/+^ mouse and *Ripk1*^FL/FL^ littermate with respective spleen, mLN and small intestine (SI). (**F**) Representative images of an aged *Ripk1*^K45A^ mouse and *Ripk1*^+/+^ littermate with respective spleen, mLN and small intestine (SI). (**G**) Quantification of the absolute SI length of young *Ripk1*^K45A^ mice (*n* = 4) and *Ripk1*^+/+^ littermates (*n* = 3) and aged *Ripk1*^K45A^ mice (*n* = 7) and *Ripk1*^+/+^ littermates (*n* = 6). (**H**) Tissue concentrations of IL-4, IL-5, IL-6, IL-10 IL-13, and TGF-β in the SI of young *Ripk1*^ΔCD4^ mice (*n* = 13) and *Ripk1*^FL/FL^ littermates (*n* = 11), and aged *Ripk1*^ΔCD4^ mice (*n* = 17) and *Ripk1*^FL/FL^ littermates (*n* = 16), were measured using multiplex assays (Meso Scale Discovery). Data are shown as mean ± SEM, with means represented by bars or horizontal lines and each dot representing an individual mouse. Data are representative of at least three independent repeats (**C**, **F**), or are combined from two independent repeats (**B**). Statistical significance was calculated in Graphpad Prism by (**A**) chi-square test, (**B**) Fisher’s LSD two-way ANOVA on Log_2_-transformed data CD4^+^: *p* = 0.0006, CD8β^+^: *p* < 0.0001, (**D**, **G**) Fisher’s LSD two-way ANOVA on absolute values, or (**H**) two-sided unpaired T test with Welch’s correction. ns non-significant, na not applicable, ***p < 0.001, ****p < 0.0001. Young mice: 8–12 weeks old. Aged mice: >6 months old. Source data are available online for this figure.

Cytokine measurements revealed increased tissue concentrations of the pro-inflammatory cytokines IFN-γ, IL-17A and TNF in the SI of both young and aged *Ripk1*^ΔCD4^ mice (Fig. 1G), revealing that the observed intestinal elongation is associated with enhanced type 1 and type 3 immunity. No differences were observed in the type 3 cytokine IL-22 (Fig. 1G), and levels of IL-4, IL-5, IL-6, IL-10, IL-13, and TGF-β remained unchanged or non-detectable in young and aged mice (Fig. EV1H). In summary, our findings demonstrate that the absence of the protective RIPK1 scaffold function in conventional αβT cells leads to spontaneous SI elongation and enhanced levels of pro-inflammatory cytokines in *Ripk1*^ΔCD4^ mice.

### The duodenum of *Ripk1*^ΔCD4^ mice displays villus atrophy, crypt hyperplasia, and immune cell infiltration

Histological analysis was performed on the three SI subregions (duodenum, jejunum, and ileum), isolated from aged (>6 months old) *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates. Histopathological assessment by hematoxylin and eosin (H&E) staining revealed severe villus atrophy in the proximal SI (duodenum), while no villus atrophy was observed in the jejunum and ileum (Fig. 2A,B). Additionally, the intestinal crypts in the duodenum of aged *Ripk1*^ΔCD4^ mice exhibited severe crypt hyperplasia, the crypt depth remained elevated throughout the small intestine but decreased toward the distal SI (Fig. 2A,C). No significant differences in duodenal villus length or crypt depth were observed in young mice (Fig. EV2A,B), and no major tissue alterations were noted in the colon of aged mice (Fig. EV2C). SEM imaging further validated duodenal villus atrophy and crypt hyperplasia, with notable morphological differences observed in villus height and crypt structure (Fig. 2D).

**Figure 2:**
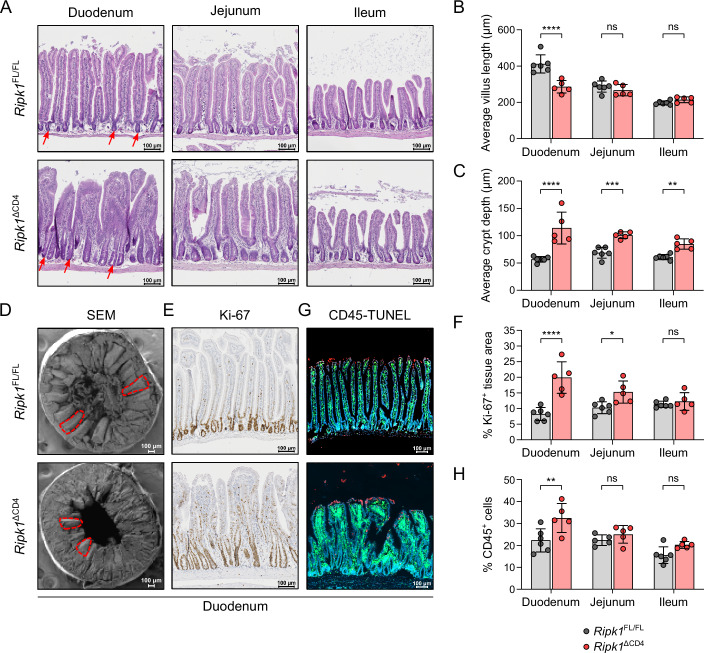
The duodenum of *Ripk1*^ΔCD4^ mice displays villus atrophy, crypt hyperplasia, and immune cell infiltration. (**A**) H&E staining was performed on sections of the duodenum, jejunum and ileum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates indicating villus atrophy and crypt hyperplasia (duodenal crypts are indicated by arrows). (**B**) Quantification of the average villus length and (**C**) crypt depth in the duodenum, jejunum and ileum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates. (**D**) Scanning electron microscopy (SEM) images of duodenum sections of an aged *Ripk1*^ΔCD4^ mouse and *Ripk1*^FL/FL^ littermate. (**E**) Ki-67 staining on duodenum sections from aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates. (**F**) Quantification of Ki-67 staining in the duodenum, jejunum, and ileum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, represented as the percentage of Ki-67-positive area to the total tissue area. (**G**) CD45-TUNEL staining on duodenum sections from aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates (CD45 = Green; TUNEL = Red). (**H**) Quantification of CD45 staining in the duodenum, jejunum and ileum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, represented as the percentage of CD45-positive cells within the total number of cells (determined by DAPI staining). Data were obtained from (*n* = 5) *Ripk1*^ΔCD4^ mice or (*n* = 6) *Ripk1*^FL/FL^ littermates (**B**, **C**, **F**, **H**), or are representative (*n* = 5) *Ripk1*^ΔCD4^ mice and (*n* = 6) *Ripk1*^FL/FL^ littermates (**A**, **E**, **G**), or (*n* = 3) per group (**D**). Data are shown as mean ± SEM, with means being represented by bars and each dot corresponding to an individual mouse. Statistical significance was calculated in Graphpad Prism using Fisher’s LSD two-way ANOVA on absolute values for (**B**) Duodenum: *p* < 0.0001, Jejunum: *p* = 0.56, Ileum: *p* = 0.4967; (**C**) Duodenum: *p* < 0.0001, Jejunum: *p* = 0.0002, Ileum: *p* = 0.0013; (**F**) Duodenum: *p* < 0.0001, Jejunum: *p* = 0.015, Ileum: *p* = 0.9504; and (**H**) Duodenum: *p* = 0.0074, Jejunum: *p* = 0.7867, Ileum: *p* = 0.0591. ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Aged mice: >6 months. Source data are available online for this figure.

**Figure EV2:**

The duodenum of *Ripk1*^ΔCD4^ mice displays villus atrophy, crypt hyperplasia, and immune cell infiltration. (**A**, **B**) Quantification of (**A**) the average villus length and (**B**) the average crypt depth in the duodenum of young *Ripk1*^ΔCD4^ and *Ripk1*^FL/FL^ littermates (*n* = 3). (**C**) H&E staining on sections of the colon of an aged *Ripk1*^ΔCD4^ mouse and *Ripk1*^FL/FL^ littermate. (**D**) Ki-67 staining on sections of the jejunum and ileum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates. (**E**) Quantification of TUNEL staining in the duodenum of aged *Ripk1*^ΔCD4^ mice (*n* = 4) and *Ripk1*^FL/FL^ littermates (*n* = 5), representing TUNEL-positive cells/mm^2^ tissue area. (**F**) CD45-TUNEL staining on sections of the jejunum and ileum of aged *Ripk1*^ΔCD4^ mice (*n* = 4) and *Ripk1*^FL/FL^ littermates (*n* = 5). (**C**, **D**, **F**) Images are representative of *Ripk1*^ΔCD4^ mice (*n* = 4) and *Ripk1*^FL/FL^ littermates (*n* = 5). (**G**) Absolute numbers of CD4^+^ and CD8^+^ T cells in the Peyer’s patches (PP) of young *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, measured by flow cytometry. (**H**) Absolute numbers of TCRγδ^+^ T cells in the PP of young *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, measured by flow cytometry. Data are obtained from *n* = 7 mice per group (**G**, **H**). (**I**, **J**) Absolute numbers of FoxP3^+^ Tregs in the mLN (**I**) and PP (**J**) of young *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, measured by flow cytometry. (**I**, **J**) Data are obtained from *Ripk1*^ΔCD4^ mice (*n* = 6) and *Ripk1*^FL/FL^ littermates (*n* = 7). (**K**) Proportions of TCRγδ^+^ IELs expressing the CD8αα receptor in young *Ripk1*^ΔCD4^ mice (*n* = 4) and *Ripk1*^FL/FL^ littermates (*n* = 4), measured by flow cytometry. (**L**) Proportions of TCRγδ^+^ IELs expressing the T22 TCR of young *Ripk1*^ΔCD4^ mice (*n* = 5) and *Ripk1*^FL/FL^ littermates (*n* = 8), measured by flow cytometry. (**G**, **L**) Data are representative of at least two independent repeats. Data are shown as mean ± SEM, with means being represented by bars or horizontal lines and each dot representing an individual mouse. Statistical significance was calculated in Graphpad Prism by Fisher’s LSD two-way ANOVA on Log_2_-transformed data (**G**) CD4^+^ and CD8^+^ T cells: *p* < 0.0001, Mann-Whitney test (**A**) *p* = 0.6286, (**B**) *p* = 0.200, and (**E**) *p* = 0.0317, or two-sided unpaired T test with Welch’s correction (**H**) *p* = 0.039, (**I**) *p* = 0.0141, (**J**) *p* = 0.0018, (**K**) *p* = 0.1345, (**L**) *p* = 0.7231. ns = non-significant, *p < 0.05, **p < 0.01, ****p < 0.0001. Young mice: 8–12 weeks old. Aged mice: >6 months old. Source data are available online for this figure.

Enhanced proliferation of epithelial cells in the proximal SI crypts was demonstrated by Ki-67 staining (Figs. 2E,F and EV2D), suggesting a correlation with the observed SI elongation. Finally, TUNEL staining showed an enhanced presence of dead cells in the duodenum of aged mice, which was primarily observed in the epithelium (Figs. 2G and EV2E). Additionally, there was a significant increase of CD45+ immune cells in the duodenal mucosa of *Ripk1*^Δ^^C^^D^^4^ suggesting an inflammatory response along with a markedly increased infiltration of CD45+ immune cell infiltrations in the duodenal mucosa of *Ripk1*^ΔCD4^ mice suggesting, an active inflammatory response (Fig. 2G,H). In contrast, the CD45^+^ immune infiltrates in jejunum and ileum were less severe (Figs. 2H and EV2F). In summary, aged *Ripk1*^ΔCD4^ mice develop a chronic small intestinal pathology characterized by villus atrophy, crypt hyperplasia and immune infiltration primarily affecting the duodenum. Overall, these findings suggest that *Ripk1* expression is required in conventional T cells to maintain small intestinal homeostasis.

### *Ripk1*^ΔCD4^ mice have increased intra-epithelial lymphocytes and TNF producing γδT cells

Although the absolute numbers of conventional CD4^+^ and CD8^+^ T cells were profoundly decreased in the Peyer’s patches (PP) of the SI of *Ripk1*^ΔCD4^ mice (Fig. EV2G), TCR^+^ IEL numbers were significantly increased in the epithelial layer of the proximal SI and, to a lesser extent, in the lamina propria *Ripk1*^ΔCD4^ mice (Fig. 3A). Conventional TCRβ^+^ IELs are derived from peripheral CD4^+^ or CD8β^+^ T cells, whereas unconventional TCRβ^+^CD4^-^CD8β^-^ and TCRγδ^+^ subsets differentiate directly from precursor cells in the thymus (Cheroutre et al, 2011; Olivares-Villagómez and Van Kaer, 2018). Contrary to the T cell lymphopenia observed in peripheral lymphoid organs (see Figs. 1D and EV1B), conventional TCRβ^+^CD4^+^ and TCRβ^+^CD8β^+^ IEL cells, as well as TCRγδ + IEL populations, were significantly increased in *Ripk1*^ΔCD4^ mice (Fig. 3B). Conversely, reduced numbers were observed in unconventional TCRβ^+^CD4^-^CD8β^-^ (Fig. 3B). In the lamina propria (LP), TCRβ^+^CD4^+^ LP T cell numbers remained stable, while a strong increase in TCRβ^+^CD8β^+^ and TCRγδ^+^ LP T cells was observed (Fig. 3C). Increased TCRγδ^+^ T cell numbers were also noted in the spleen, mLN and PP of *Ripk1*^ΔCD4^ mice (Figs. 3D and EV2H), showing the enhanced presence of TCRγδ^+^ T cells in all examined lymphoid compartments.

**Figure 3:**
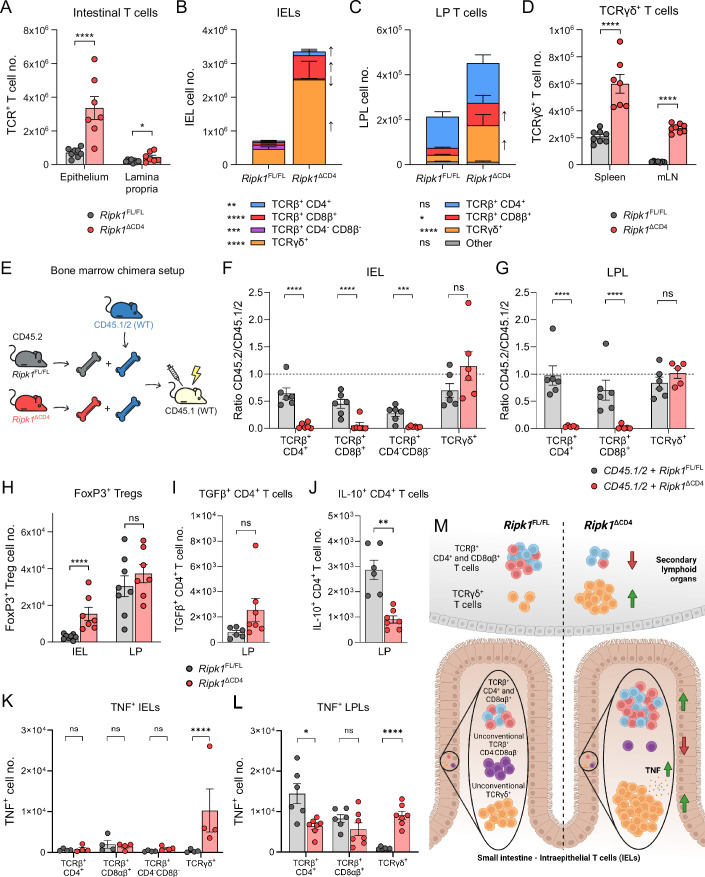
*Ripk1*^ΔCD4^ mice have increased intra-epithelial lymphocytes and TNF producing γδT cells. (**A**) Absolute numbers of TCR^+^ (both TCRβ^+^ and TCRγδ^+^) T cells within the epithelial layer and lamina propria of the small intestine (SI) in young *Ripk1*^ΔCD4^ mice (*n* = 7) and *Ripk1*^FL/FL^ littermates (*n* = 8), measured by flow cytometry. (**B**, **C**) Absolute numbers of SI T cell subsets in (**B**) IELs and (**C**) LP of young *Ripk1*^ΔCD4^ mice (*n* = 7) and *Ripk1*^FL/FL^ littermates (*n* = 8), measured by flow cytometry. (**D**) Absolute numbers of TCRγδ^+^ T cells in the spleen and mLN of young *Ripk1*^ΔCD4^ mice (*n* = 7) and *Ripk1*^FL/FL^ littermates (*n* = 8), measured by flow cytometry. (**E**) Graphical representation of the mixed bone marrow (BM) chimera experimental setup where CD45.1 recipient mice were sub-lethally irradiated and transfused with a 1:1 mixture of bone marrow cells derived from CD45.1/2 heterozygous wild-type mice and either *Ripk1*^ΔCD4^ or littermate *Ripk1*^FL/FL^ mice (both CD45.2). (**F**, **G**) Bar graphs depicting the ratios of CD45.2 to CD45.1/2T cell subsets in the IEL (**F**) or LP T cell (**G**) population isolated from the SI of mixed BM chimeras with *Ripk1*^ΔCD4^ cells (*n* = 5), or *Ripk1*^FL/FL^ cells (*n* = 6), measured by flow cytometry. (**H**) Absolute numbers of FoxP3^+^ Tregs isolated from the epithelial layer (IEL) and lamina propria (LP) of the SI of young *Ripk1*^ΔCD4^ mice (*n* = 7) and *Ripk1*^FL/FL^ littermates (*n* = 8), measured by flow cytometry. (**I**, **J**) Intracellular flow cytometry, showing the absolute numbers of CD4^+^ T cells in LP expressing the cytokines (**I**) TGF-β and (**J**) IL-10 obtained from (*n* = 7) *Ripk1*^ΔCD4^ mice or (*n* = 6) *Ripk1*^FL/FL^ littermates. Expression is shown 4 h after stimulation with cytokine stimulation cocktail. (**K**, **L**) Intracellular flow cytometry, showing the absolute numbers of TNF expressing T cell subsets in (**K**) IELs (*n* = 4) per group or (**L**) LP from (*n* = 7) *Ripk1*^ΔCD4^ mice or (*n* = 6) *Ripk1*^FL/FL^ littermates. Expression is shown 4 h after stimulation with cytokine stimulation cocktail. (**M**) Schematic representation of altered T cell populations in the secondary lymphoid tissues and IEL population of *Ripk1*^ΔCD4^ mice compared to *Ripk1*^FL/FL^ littermates. Data were combined from two independent repeats (**A**–**L**). Data are shown as mean ± sem, with means being represented by bars or horizontal lines and each dot representing an individual mouse. Statistical significance was calculated in Graphpad Prism by Fisher’s LSD two-way ANOVA on Log_2_-transformed data (**A**) IEL: *p* < 0.0001, LPL: *p* = 0.0346; (**B**) CD4^+^: *p* = 0.0023, CD8β^+^: *p* < 0.0001, TCRγδ^+^: *p* < 0.0001, TCRβ^+^CD4^-^CD8β^-^: *p* = 0.0002; (**C**) CD4^+^: *p* = 0.4729, CD8β^+^: *p* = 0.0232, TCRγδ^+^: *p* < 0.0001, Other: *p* = 0. 2349; (**D**) Spleen: *p* < 0.0001, mLN: *p* < 0.0001; (**F**) CD4^+^: *p* < 0.0001, CD8β^+^: *p* < 0.0001, TCRβ^+^CD4^-^CD8β^-^: *p* = 0.0004 TCRγδ^+^: *p* = 0.422; (**G**) CD4^+^: *p* < 0.0001, CD8β^+^: *p* < 0.0001, TCRγδ^+^: *p* = 0. 6047; (**H**) IEL: *p* < 0.0001, LPL: *p* = 0.3287; (**K**) CD4^+^: *p* = 0.9996, CD8β^+^: *p* = 0.9971, TCRβ^+^CD4^-^CD8β^-^: *p* = 0.2201, TCRγδ^+^: *p* < 0.0001; (**L**) CD4^+^: *p* = 0.0187, CD8β^+^: *p* = 0.0885, TCRγδ^+^: *p* < 0.0001, or two-sided unpaired T test with Welch’s correction (**I**) *p* = 0.0992; (**J**) *p* = 0.0023. ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (**B**, **C**) Arrows indicate whether a population is increased (↑) or decreased (↓) in the *Ripk1*^ΔCD4^ mice compared to controls. Young mice: 8–12 weeks old. IEL intraepithelial lymphocytes, LP lamina propria. Source data are available online for this figure.

Mixed bone marrow chimeras were generated to investigate the intrinsic requirement of RIPK1 in IELs and LP T cells. Bone marrow from either *Ripk1*^FL/FL^ or *Ripk1*^ΔCD4^ mice (both on CD45.2 background) were combined with an equal amount of wild-type (WT) CD45.1/2 heterozygous bone marrow cells and then injected into irradiated CD45.1 recipient mice (Fig. 3E). Twelve weeks post reconstitution, knockout/wild-type ratios of all TCRβ^+^ subsets were found to be reduced in the IEL and LPL compartments, while TCRγδ^+^ IELs and LP T cells remained unchanged (Fig. 3F,G). These findings demonstrate a cell-intrinsic survival disadvantage for αβT cells in the IEL and LPL fractions of *Ripk1*^*ΔCD4*^ mice, while γδT cell survival remained unaffected. Since most γδT cells do not express CD4 during ontogeny (Cheroutre et al, 2011), the *Ripk1* allele in γδT cells is not affected in the *Ripk1*^ΔCD4^ mice. Whether the reduced survivability of CD4^+^ and CD8β^+^ T cells influences the observed SI pathology observed in *Ripk1*^ΔCD4^ mice remains unclear.

The activity of IELs and LP T cells is kept in check by regulatory T cells (Tregs) to prevent excessive inflammation at mucosal surfaces (Harrison and Powrie, 2013; Cosovanu and Neumann, 2020). FoxP3^+^ Tregs were found to be reduced in secondary lymphoid organs, such as the mLN (Fig. EV2I) and Peyer’s patches (PP) of *Ripk1*^ΔCD4^ mice (Fig. EV2J). Despite this reduction, Treg numbers were increased in the IEL of the SI, while no difference was observed in the lamina propria of *Ripk1*^ΔCD4^ mice (Fig. 3H), indicating that FoxP3^+^ Tregs can still populate the inflamed SI of *Ripk1*^ΔCD4^ mice. Intracellular expression of anti-inflammatory cytokines were measured, revealing no difference in the numbers of LP CD4^+^ T cells expressing TGF-β, although a marked decrease was observed in IL-10-producing CD4^+^ T cells (Fig. 3I,J). Intracellular staining of TNF across different T cell populations in the IEL and LP revealed enhanced TNF expression in the TCRγδ^+^ IELs and LPLs compared to other T cell populations in both compartments (Fig. 3K,L).

CD8αα expression is enriched in the IEL compartment on T cells and reduces TCR responsiveness (Cheroutre et al, 2011). Therefore, we investigated CD8αα^+^ expression on TCRγδ^+^ IELs. However, no difference was found in the proportion of CD8αα^+^ TCRγδ^+^ between *Ripk1*^*fl/fl*^ and *Ripk1*^*∆CD4*^ conditions (Fig. EV2K). Additionally, no differences were observed in the abundance of the autoimmune-associated T22 γδTCR (Lin et al, 1999) in the IEL compartment (Fig. EV2L), indicating that this specific autoimmune-associated TCR was not enriched for in the inflamed IEL compartment. Altogether, the *Ripk1*^ΔCD4^ mice showed enhanced numbers of γδT cells, CD4^+^ and CD8β^+^ IELs, despite the bone marrow-mixed chimeras revealing a reduced survivability of intestinal CD4^+^ and CD8β^+^ T cells while γδT cell survival was unaffected. These differences reveal an imbalance between αβT cell and γδT cell subsets in the SI of *Ripk1*^ΔCD4^ mice. Accordingly, TNF-producing TCRγδ^+^ T cells were highly increased in both the IEL and LPL compartments, demonstrating a pro-inflammatory T cell phenotype in the SI of *Ripk1*^ΔCD4^ mice (Fig. 3M).

### *Ripk1*^ΔCD4^ mice express enhanced IEC stress markers and elevated NKG2D on TCRγδ^+^ IELs

To obtain more in-depth information about the epithelial cells (IECs) and the IELs infiltrating the SI of *Ripk1*^ΔCD4^ mice, we performed scRNA-seq on the cells in the epithelial layer. TCRβ^+^ and TCRγδ^+^ IELs, B cells, myeloid cells and epithelial cells were identified based on cell-specific gene markers (Fig. EV3A), and depicted in an overlay Uniform Manifold Approximation and Projections (UMAP) plot (Fig. 4A). Four distinct clusters of γδT cells were identified in the IEL compartment (Fig. 4A). These clusters were classified based on their differentially expressed (DE) genes: (1) Heat-shock protein^+^ (HSP^+^), (2) Naive-like Tcf7^+^, (3) Cytotoxic, and (4) Ccl4^+^HSP^-^ clusters (Figs. 4B,C and EV3A–C). While the abundance of HSP^+^ and naive-like Tcf7^+^ TCRγδ^+^ IEL clusters were lower, the cytotoxic TCRγδ^+^ IEL were increased in the *Ripk1*^ΔCD4^ mice (Fig. 4B), which based on the overall increase in TCRγδ^+^ IEL indicates a phenotypic shift towards cytotoxic γδT cells. Additionally, cytotoxic TCRγδ^+^ IELs in *Ripk1*^ΔCD4^ mice exhibited increased expression of several killer cell lectin-like receptors, such as the natural killer activating receptor gene *Klrk1* (encoding NKG2D) (Fig. 4C). Pathway analyses of the DE genes of the cytotoxic TCRγδ^+^ IELs further revealed highly enriched gene pathways associated with cytotoxicity, cellular senescence, and inflammatory bowel disease (IBD), among others (Fig. 4D).

**Figure 4:**
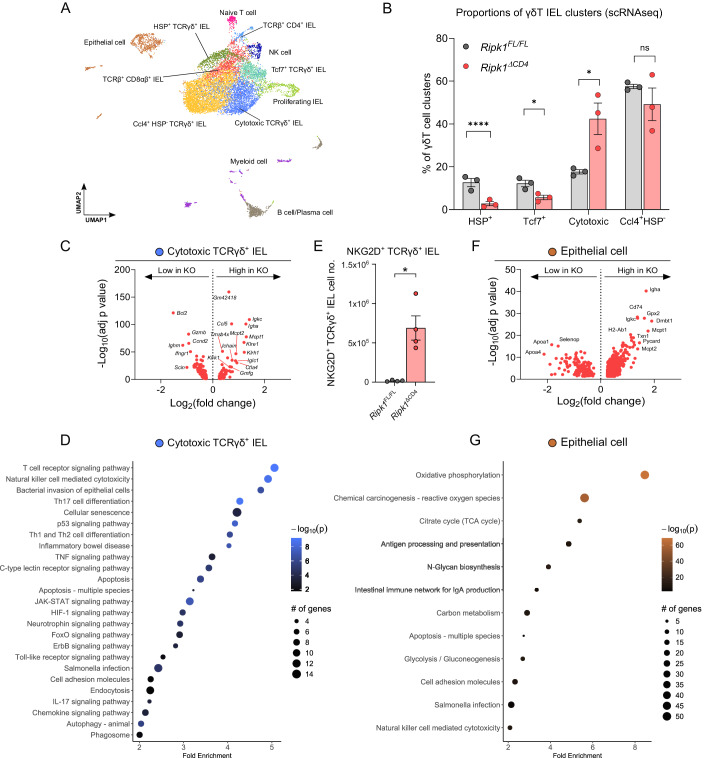
*Ripk1*^ΔCD4^ mice express enhanced IEC stress markers and elevated NKG2D on TCRγδ^+^ IELs. Cells were isolated from the epithelial layer (IEL) of young *Ripk1*^ΔCD4^*and Ripk1*^FL/FL^ littermates and subjected to single-cell RNA sequencing (scRNA-seq). (**A**) Cells from both IEL samples were combined, clusters of TCRβ^+^CD4^+^, TCRβ^+^CD8^+^ and TCRγδ^+^ IELs, proliferating cells, B cells and plasma cells, NK cells, myeloid cells and epithelial cells were identified and presented in a Uniform Manifold Approximation and Projection (UMAP) plot. (**B**) Bar plots showing the proportions of the four identified TCRγδ^+^ IEL clusters (shown in **A**) comparing *Ripk1*^ΔCD4^ and *Ripk1*^FL/FL^ littermate controls. (**C**) Volcano plot representing significant differentially expressed (DE) genes within the Cytotoxic TCRγδ^+^ IEL cluster of *Ripk1*^ΔCD4^ mice compared to *Ripk1*^FL/FL^ littermates. Significance (−Log_10_ of the *p*-value) is indicated on the y-axis and Log_2_ of the fold change in gene expression is indicated on the x-axis. (**D**) Pathway analysis (from PathfindeR) of DE genes in the Cytotoxic TCRγδ^+^ IEL cluster displaying pathway Fold enrichment, statistical significance (−Log_10_ of the *p*-value), and the number of DE genes in the specific pathway. (**E**) Absolute numbers of NKG2D^+^ TCRγδ^+^ IELs within the duodenum of *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, measured by flow cytometry. (**F**) Volcano plot representing significant differentially expressed (DE) genes in the Epithelial cell cluster of *Ripk1*^ΔCD4^ mice compared to *Ripk1*^FL/FL^ littermates. Significance (−Log_10_ of the *p*-value) is indicated on the y-axis, and Log_2_ of the fold change in gene expression is indicated on the x-axis. (**G**) Pathway analysis (from PathfindeR) of DE genes from the Epithelial cell cluster displaying pathway Fold enrichment, their significance (−Log_10_ of the *p*-value), and the number of DE genes in the specific pathway. Data were obtained from (*n* = 3) mice per group (**A**–**D**, **F**, **G**) or (*n* = 4) mice per group (**E**). (**B**, **E**) Data are shown as mean ± SEM, with means being represented by bars and each dot representing an individual mouse. Statistical significance for (**B**) and (**E**) were calculated in Graphpad Prism by Fisher’s LSD two-way ANOVA on Log_2_-transformed data (**B**) HSP^+^: *p* < 0.0001; Tcf7^+^: *p* = 0.0329; Cytotoxic: *p* = 0.0228; Ccl4^+^HSP^-^: *p* = 0.942, or (**E**) by two-sided unpaired T test with Welch’s correction (*p* = 0.0222). (**C**, **F**) Wilcox test was used to determine DE genes and *p*-values were adjusted using Bonferroni correction. (**D**, **G**) Hypergeometric-distribution-based tests were used to determine significant KEGG terms and *p*-values were adjusted using Bonferroni correction. ns = non-significant, *p < 0.05, ****p < 0.0001. Young mice: 8–12 weeks old. IEL intra-epithelial T lymphocytes. Source data are available online for this figure.

**Figure EV3:**

*Ripk1*^ΔCD4^ mice display altered expression of cell death genes in intraepithelial and lamina propria cells. (**A**) Cells were isolated from the epithelial layer (IEL) of young *Ripk1*^ΔCD4^*and Ripk1*^FL/FL^ littermates and subjected to single-cell RNA sequencing (scRNA-seq). (**B**, **C**) Volcano plots representing significant differentially expressed (DE) genes in the clusters of (B) *Ccl4*^+^ HSP^-^ TCRγδ^+^ IELs, and (C) *Tcf7*^+^ TCRγδ^+^ IELs of *Ripk1*^ΔCD4^ mice compared to *Ripk1*^FL/FL^ littermates. Significance (−Log_10_ of the *p*-value) is indicated on the y-axis, and Log_2_ of the fold change in gene expression is indicated on the x-axis. (**D**) Dot plot displaying gene expression of Caspases, intrinsic apoptosis genes, and pore-forming proteins in T cell populations and epithelial cells in the IEL fraction. Size of dots represents the fraction of cells expressing a particular marker, and color intensity indicates mean-normalized scaled expression levels. Cells were isolated from the lamina propria (LP) of young *Ripk1*^ΔCD4^*and Ripk1*^FL/FL^ littermates and subjected to single-cell RNA sequencing (scRNA-seq). (**E**) Dot plot displaying expression of marker genes per cluster used for cluster annotation. The size of dots represents the fraction of cells expressing a particular marker and color intensity indicates mean-normalized scaled expression levels. (**F**, **G**) Volcano plots representing significant differentially expressed (DE) genes in the clusters of TCRβ^+^CD8^+^ LP T cells (**B**) and TCRγδ^+^ LP T cells (**C**) of *Ripk1*^ΔCD4^ mice compared to *Ripk1*^FL/FL^ littermates. Significance (−Log_10_ of the *p*-value) is indicated on the y-axis, and Log_2_ of the fold change in gene expression is indicated on the x-axis. (**H**) Dot plot displaying gene expression of Caspases, intrinsic apoptosis genes, and pore-forming proteins in T cell populations, Paneth cells, and Fibroblasts in the LP fraction. Size of dots represents the fraction of cells expressing a particular marker, and color intensity indicates mean-normalized scaled expression levels. Data were obtained from *n* = 3 mice per group (**A**–**H**). (**B**, **C**, **F**, **G**) Wilcox test was used to determine DE genes and *p*-values were adjusted using Bonferroni correction. Young mice: 8–12 weeks old. IEL intraepithelial lymphocytes, LP lamina propria. Source data are available online for this figure.

A substantial increase in the numbers of NKG2D^+^TCRγδ^+^ IELs was found in the duodenum of *Ripk1*^ΔCD4^ mice (Fig. 4E), validating the DE-genes findings, and suggesting enhanced cytotoxic potential upon interaction with NKG2D-ligands on stressed IECs (Hüe et al, 2004). Accordingly, DE-gene analyses of IECs revealed enhanced IEC stress response in *Ripk1*^ΔCD4^ mice by the upregulation of GPX-family genes (Gpx1-2) and MGST-family genes (Mgst1-3) (Fig. 4F). These gene products are associated with protection from lipid peroxidation and reactive oxygen species (ROS) damage (Zhang et al, 2023). These findings were further underscored in the pathway analysis of the IECs, which showed a high enrichment of pathways associated with Oxidative phosphorylation/TCA cycle and ROS (Fig. 4G). Cell death-associated genes, such as caspases, intrinsic apoptosis genes, and pore-forming proteins, were further examined in the T cell subsets and epithelial cells (Fig. EV3D). While CD4^+^ IELs predominantly showed enhanced *Casp8* expression, the IECs displayed increased expression of the apoptosis genes *Casp3* and *Casp7* in the IECs of the *Ripk1*^ΔCD4^ mice (Fig. EV3D), consistent with the findings from the TUNEL staining (Fig. EV2E). In summary, IECs in *Ripk1*^ΔCD4^ mice exhibit a transcriptome profile suggesting high levels of mitochondrial activity, ROS damage, lipid peroxidation, and apoptosis induction. Together with increased TNF-producing and NKG2D-expressing TCRγδ^+^ IELs, these findings suggest a possible association with the observed pathology in *Ripk1*^ΔCD4^ mice.

### scRNA-seq of LP CD4^+^ T cells in *Ripk1*^ΔCD4^ mice reveals a type 3 immune response associated with IBD

To better understand the transcriptomic landscape in the inflamed intestine, we next performed scRNA-seq on the LP compartment. We identified CD4^+^, CD8^+^ and TCRγδ^+^ LP T cells, in addition to innate lymphoid cells (ILCs), myeloid cells, B/plasma cells, Paneth cells, and fibroblasts (Fig. 5A), based on cell-specific gene markers (Fig. EV3E). In contrast to the IEL compartment, few DE genes were found for TCRγδ^+^ and the TCRβ^+^CD8^+^ LP T cells, with the exception of enhanced relative levels of ambient mRNA markers associated with plasma cell and mast cell markers (Fig. EV3F,G), similar as observed in the IELs (Fig. EV3D).

**Figure 5:**
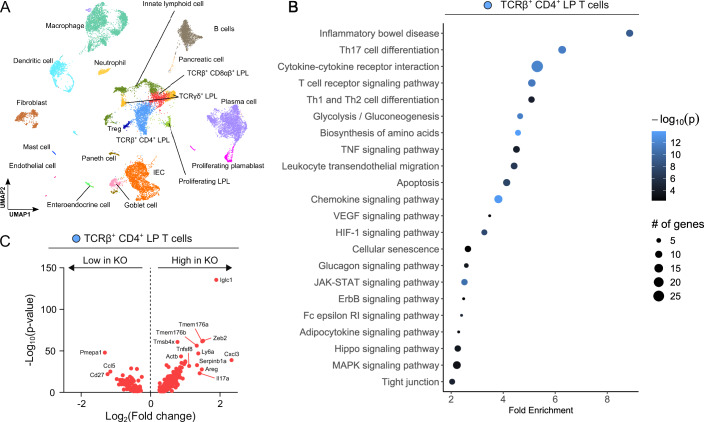
scRNA-seq of LP CD4^+^ T cells in Ripk1^ΔCD4^ mice reveals a type 3 immune response associated with IBD. Cells were isolated from the lamina propria (LP) of young *Ripk1*^ΔCD4^*and Ripk1*^FL/FL^ littermates and analyzed using single-cell RNA sequencing (scRNA-seq). (**A**) Cells from both samples were combined, and clusters of TCRβ^+^CD4^+^, TCRβ^+^CD8^+^ and TCRγδ^+^ LP T cells, proliferating cells, innate lymphoid cells, myeloid cells, macrophages, B cells and plasma cells, epithelial cells and mesenchymal cells were identified and presented in a Uniform Manifold Approximation and Projection (UMAP) plot. (**B**) Volcano plot representing differentially expressed (DE) genes in the cluster of TCRβ^+^CD4^+^ LP T cells of *Ripk1*^ΔCD4^ mice compared to *Ripk1*^FL/FL^ littermates. Significance (−Log_10_ of the *p*-value) is indicated on the y-axis, and Log_2_ of the fold change in gene expression is indicated on the x-axis. (**C**) Pathway analysis (from PathfindeR) of DE genes in the TCRβ^+^CD4^+^ LP T cell cluster displaying pathway Fold enrichment, the significance (−Log_10_ of the *p*-value), and number of DE genes in the specific pathway. (**B**) Wilcox test was used to determine DE genes and *p*-values were adjusted using Bonferroni correction. (**C**) Hypergeometric-distribution-based tests were used to determine significant KEGG terms and *p*-values were adjusted using Bonferroni correction. Data were obtained from (*n* = 3) mice per group. Young mice: 8–12 weeks old. LP Lamina propria. Source data are available online for this figure.

Cell death-associated genes, such as caspases, intrinsic apoptosis genes, and pore-forming proteins, were further explored in the LP-resident T cell subsets, Paneth cells, and fibroblasts (Fig. EV3H). There were minimal differences at the transcriptional level in the LP T cells (Fig. EV3H), apart from enhanced *Casp8* expression in the *Ripk1*^ΔCD4^ CD4^+^ LP T cells, similar to those observed in the IEL fraction. Paneth cells showed enhanced *Casp1* and *Casp8* expression (Fig. EV3H), suggesting heightened caspase activity within this cell type. Pathway analysis of the TCRβ^+^CD4^+^ LP T cells indicated the strongest enrichment score for IBD and Th17 cell differentiation (Fig. 5B). We observed upregulation of *Il17a*, *Tmem176a* and *Tmem176b* in CD4^+^ LP T cells of *Ripk1*^ΔCD4^ mice (Fig. 5C). Additionally, we found upregulation of *Tnfsf8*, the ligand for CD30 (Fig. 5C), which is expressed by activated CD4^+^ T cells and required for differentiation of both T_h_1 and T_h_17 cells during bacterial infections (Tang et al, 2008; Sun et al, 2010). The transcriptional upregulation of *Il17a* correlates with our protein data, showing increased tissue levels of IL-17A in the SI of *Ripk1*^ΔCD4^ mice (Fig. 1G). These findings indicate an active type-3 immune response within the SI lamina propria of *Ripk1*^ΔCD4^ mice.

### SI elongation in *Ripk1*^ΔCD4^ mice is a response to the intestinal microbiome, while villus atrophy and TCRγδ^+^ IEL expansion are not

Type 3 immunity is primarily an immune response towards extracellular bacteria and fungi (Annunziato et al, 2015). Immunoglobulin A (IgA) mediates protective immunity to the gut microbiota, contributing to intestinal homeostasis (Bunker et al, 2015). Measurements of serum IgA revealed high levels of IgA in aged *Ripk1*^ΔCD4^ mice (Fig. EV4A), suggestive of an anti-microbial response in the gut (Bunker and Bendelac, 2018). To explore whether the observed pathology in *Ripk1*^ΔCD4^ mice is a response towards the intestinal microbiome, pregnant mothers were subjected to a cocktail of broad-spectrum antibiotics in drinking water and continued treatment of their offspring for seven months (Fig. 6A). Caecum swelling was observed post-antibiotic treatment in both *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, indicating drastic alterations in the intestinal microbiome composition (Fig. EV4B).

**Figure 6:**
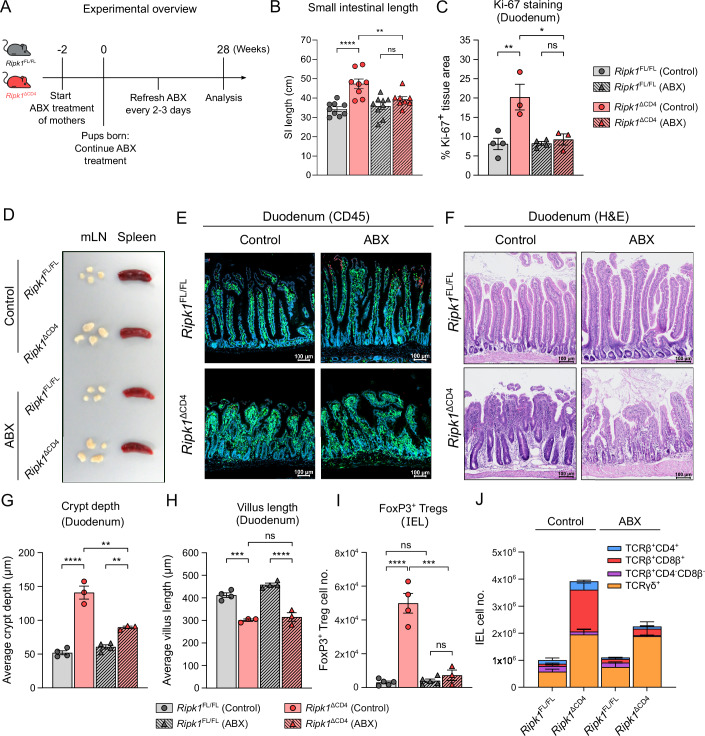
SI elongation in *Ripk1*^ΔCD4^ mice is a response to the intestinal microbiome, while villus atrophy and TCRγδ^+^ IEL expansion are not. (**A**) Schematic overview of the long-term antibiotics (ABX) treatment assay. (**B**) Quantification of the absolute small intestine (SI) length in ABX-treated and untreated aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates. (**C**) Quantifications of Ki-67 staining in the duodenum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, with and without ABX treatment. (**E**, **F**) Duodenum sections of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, with and without ABX treatment, showing (**E**) CD45 (green) and TUNEL (red) staining and (**F**) H&E staining. (**E**–**G**) Quantifications of (**G**) the average crypt depth and (**H**) the average villus length in the duodenum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, with and without ABX treatment. (**I**) Absolute numbers of FoxP3^+^ Tregs isolated from the SI epithelial layer (IEL) of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, with and without ABX treatment, as measured by flow cytometry. (**J**) Absolute numbers of TCRβ^+^CD4^+^, TCRβ^+^CD8β^+^, TCRβ^+^CD4^-^CD8β^-^ and TCRγδ^+^ IELs of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, with and without ABX treatment, measured by flow cytometry. (**B**) Data were combined from two independent repeats with (*n* = 8) *Ripk1*^ΔCD4^ mice (both ABX and control) or (*n* = 9) *Ripk1*^FL/FL^ littermates (both ABX and control). (**C**–**G**) Representative of two independent repeats with (*n* = 3) *Ripk1*^ΔCD4^ mice (both ABX and control groups) or (*n* = 4) *Ripk1*^FL/FL^ littermates (both ABX and control groups), or (**I**, **J**) Data are representative of two independent repeats with (*n* = 4) *Ripk1*^ΔCD4^ mice (control) (*n* = 3) *Ripk1*^ΔCD4^ mice (ABX) or (*n* = 5) *Ripk1*^FL/FL^ littermates (both ABX and control groups)). Data are shown as mean ± SEM, with means represented by bars or horizontal lines and each dot representing an individual mouse. Statistical significance was calculated in Graphpad Prism by two-way ANOVA on absolute values (**B**) *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (Control): *p* < 0.0001, *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (ABX): *p* = 0.1698, Control vs ABX (*Ripk1*^*ΔCD4*^): *p* = 0.0039, or Fisher’s LSD one-way ANOVA on Log_2_-transformed values (**C**) *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (Control): *p* = 0.0081, *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (ABX): *p* = 0.9743, Control vs ABX (*Ripk1*^*ΔCD4*^): *p* = 0.0356; (**G**) *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (Control): *p* < 0.0001, *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (ABX): *p* = 0.0022, Control vs ABX (*Ripk1*^*ΔCD4*^): *p* = 0.0014; (**H**) *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (Control): *p* = 0.0002, *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (ABX): *p* < 0.0001, Control vs ABX (*Ripk1*^*ΔCD4*^): *p* = 0.8082; and (**I**) *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (Control): *p* = 0.472, *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (ABX): *p* = 0.0007, Control vs ABX (*Ripk1*^*ΔCD4*^): *p* = 0.3538, or (**J**) two-way ANOVA on Log_2_-transformed data with the corresponding statistical analysis depicted for each population in Fig. EV4E. ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Aged mice: >6 months old. IEL intra-epithelial T lymphocytes. Source data are available online for this figure.

**Figure EV4:**
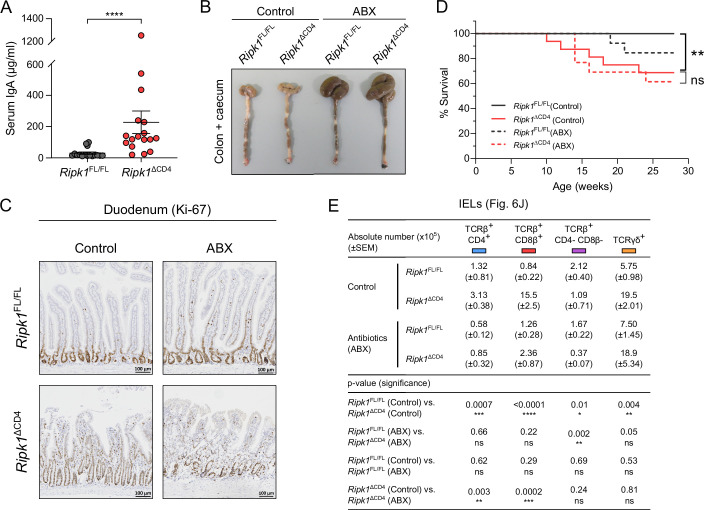
SI elongation in *Ripk1*^ΔCD4^ mice is a response to the intestinal microbiome, while villus atrophy and TCRγδ^+^ IEL expansion are not. (**A**) Serum IgA concentrations in aged *Ripk1*^ΔCD4^ mice (*n* = 17) and *Ripk1*^FL/FL^ littermates (*n* = 16), measured by multiplex analysis (Meso Scale Discovery). Data are shown as mean ± SEM, with means represented by bars and each dot representing an individual mouse. (**B**) Representative images of the colon with caecum isolated from aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, with and without ABX treatment. (**C**) Ki-67 staining on the duodenum of aged *Ripk1*^ΔCD4^ mice and *Ripk1*^FL/FL^ littermates, with and without ABX treatment. Images are representative of two independent repeats with (*n* = 3) *Ripk1*^ΔCD4^ mice (both ABX and control groups) or (*n* = 4) *Ripk1*^FL/FL^ littermates (both ABX and control groups). (**D**) Kaplan–Meier survival analysis of *Ripk1*^ΔCD4^ mice (*n* = 16) and *Ripk1*^FL/FL^ littermates (*n* = 21) without ABX control, and *Ripk1*^ΔCD4^ mice (*n* = 13) and *Ripk1*^FL/FL^ mice (*n* = 13) on ABX. (**E**) Table corresponding to Fig. 6J, indicating the absolute numbers of the different IEL populations and resulting *p*-values of the statistical analysis (Fisher’s LSD two-way ANOVA), with (*n* = 4) *Ripk1*^ΔCD4^ mice (control) (*n* = 3) *Ripk1*^ΔCD4^ mice (ABX) or (*n* = 5) *Ripk1*^FL/FL^ littermates (both ABX and control groups). (**A**, **D**) Data are combined from two independent repeats, or (**B**, **C**, **E**) representative of two independent repeats. Statistical significance was calculated in Graphpad Prism by (**A**) Mann-Whitney test *p* < 0.0001, (**D**) Gehan-Wilcoxon test for survival, *Ripk1*^*FL/FL*^ vs *Ripk1*^*ΔCD4*^ (Control): *p* = 0.0067, Control vs ABX (*Ripk1*^*ΔCD4*^): *p* = 0.8301, or (**E**) two-way ANOVA on Log_2_-transformed data with *p*-values indicated in table. ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Aged mice: >6 months old. IEL intraepithelial lymphocytes. Source data are available online for this figure.

Antibiotic treatment fully reversed SI elongation, and the associated epithelial Ki-67 expression and crypt hyperplasia were greatly reduced (Figs. 6B,C and EV4C). However, the antibiotics did not prevent enhanced mortality in *Ripk1*^ΔCD4^ mice (Fig. EV4D) or the lymphadenopathy of the mLN (Fig. 6D). Additionally, although the crypt hyperplasia was markedly reduced, the villus atrophy remained in the SI of aged *Ripk1*^ΔCD4^ mice on antibiotics (Fig. 6E–H). Furthermore, while the enhanced numbers of TCRγδ^+^ IELs were unaffected by antibiotics treatment, the numbers of FoxP3^+^ Treg, TCRβ^+^CD8β^+,^ and TCRβ^+^CD4^+^ IELs were reduced in the SI of antibiotics-treated *Ripk1*^ΔCD4^ mice (Figs. 6I,J and EV4E). These findings suggest that the SI elongation, the epithelial hyperproliferation, FoxP3^+^ Treg IEL infiltration and the crypt hyperplasia in *Ripk1*^ΔCD4^ mice most likely are a response to the gut microbiome. In summary, the SI elongation, crypt hyperplasia and infiltration of Tregs, TCRβ^+^CD4^+^ and TCRβ^+^CD8β^+^ IELs within the epithelial layer appear to be microbiome-dependent, while duodenal villus atrophy and TCRγδ^+^ IEL lymphocytosis remain unaffected by microbiome alterations.

### Villus atrophy is TNFR1-dependent, and T cell ablation of caspase-8 prevents the development of intestinal pathology

We have previously shown that peripheral naive T cells require RIPK1 to evade caspase-8-mediated apoptosis (Huysentruyt et al, 2024). Despite the enhanced levels of TCRβ^+^ IELs, the mixed bone marrow chimeras revealed a cell-intrinsic survival disadvantage of RIPK1-deficient TCRβ^+^ IEL and LP populations (Fig. 3F,G). Therefore, we generated mice with the *Cd4*-specfic ablation of both *Ripk1* and *Casp8* genes (denoted as *Ripk1*^ΔCD4^*Casp8*^ΔCD4^), to determine whether blocking Caspase-8-mediated apoptosis in T cells would influence the inflammatory phenotype. Interestingly, aged (>7 months) *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice were indistinguishable from *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (Fig. 7A), displayed no lymphadenopathy of the mLN (Fig. 7B) or SI elongation in contrast to *Ripk1*^ΔCD4^ mice (Figs. 7C and EV5A).

**Figure 7:**
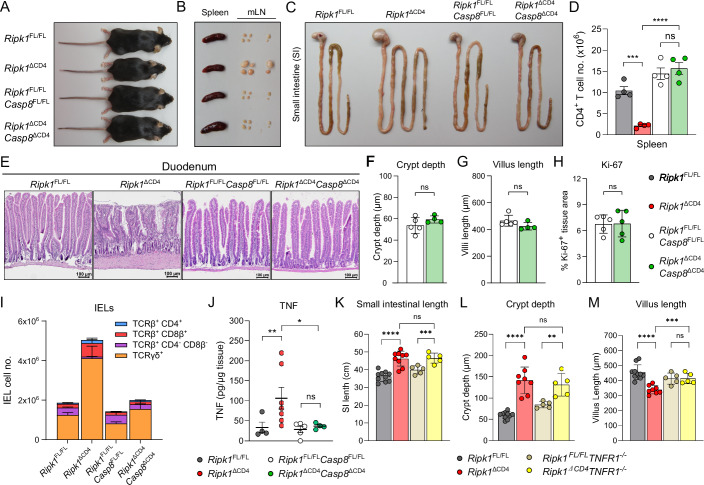
Villus atrophy is TNFR1-dependent, and T cell ablation of caspase-8 prevents the development of intestinal pathology. (**A**–**C**) Representative images of (**A**) aged *Ripk1*^ΔCD4^ mice (*n* = 15) and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice (*n* = 16) alongside their respective littermate controls *Ripk1*^FL/FL^ mice (*n* = 16) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ mice (*n* = 14), (**B**) their spleen and mLN as well as (**C**) their small intestines (SI). (**D**) Absolute numbers of CD4^+^ T cells in the spleen of *Ripk1*^ΔCD4^ and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice, and their respective *Ripk1*^FL/FL^ and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates with *n* = 4 mice per group, measured by flow cytometry. (**E**) Representative H&E staining on duodenum sections from aged *Ripk1*^ΔCD4^ mice (*n* = 5) and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice (*n* = 4) and their respective littermate controls *Ripk1*^FL/FL^ mice (*n* = 6) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ mice (*n* = 5). (**F**–**H**) Quantification of (**F**) the average crypt depth, (**G**) average villus length, and (**H**) Ki-67+ cells in the duodenum of *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice (*n* = 4) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (*n* = 5). (**I**) Absolute numbers of TCRβ^+^CD4^+^, TCRβ^+^CD8β^+^, TCRβ^+^CD4^-^CD8β^-^ and TCRγδ^+^ IELs in the SI epithelial layer of young *Ripk1*^ΔCD4^ mice (*n* = 4) and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice (*n* = 4) and their respective littermate controls *Ripk1*^FL/FL^ mice (*n* = 4) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ mice (*n* = 3), measured by flow cytometry. The corresponding statistical analysis is depicted in Fig. EV5E. (**J**) Tissue concentrations of TNF in the SI of young *Ripk1*^ΔCD4^ mice (*n* = 7) and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice (*n* = 4) and their respective littermates *Ripk1*^FL/FL^ (*n* = 4) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ (*n* = 5), measured by multiplex analysis (Meso Scale Discovery). (**K**–**M**) Quantification of the (**K**) absolute small intestine (SI) length, (**L**) Crypt depth, and (**M**) Villus length, of aged *Ripk1*^ΔCD4^ mice (*n* = 8) and *Ripk1*^FL/FL^ littermates (*n* = 10), and *Ripk1*^ΔCD4^*Tnfr1*^*−/−*^ mice (*n* = 5) and *Ripk1*^FL/FL^*Tnfr1*^*−/−*^ littermates (*n* = 5). Data are representative of two (**D**, **I**–**M**) or three repeats (**A**–**C**, **E**–**H**). Data are shown as mean ± SEM, with means being represented by bars or horizontal lines and each dot representing an individual mouse. Statistical significance was calculated in Graphpad Prism by two-sided unpaired t-test with Welch’s correction (**F**) *p* = 0.1821, (**G**) *p* = 0.123, (**H**) *p* = 0.9497, or two-way ANOVA on Log_2_-transformed data (**D**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^: *p* = 0.0002, *Ripk1*^ΔCD4^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* < 0.0001, *Ripk1*^FL/FL^*Casp8*^FL/FL^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.4399; (**I**) corresponding statistical analysis is depicted for each population in Fig. EV5E; (**J**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^: *p* = 0.0034, *Ripk1*^ΔCD4^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.0182, *Ripk1*^FL/FL^*Casp8*^FL/FL^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.8625; (**K**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^ (*TNFR1*^+/+^): *p* < 0.0001, *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^ (*TNFR1*^−/−^): *p* = 0.0045, *TNFR1*^+/+^ vs *TNFR1*^−/−^ (*Ripk1*^ΔCD4^): *p* = 0.8363; (**L**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^ (*TNFR1*^+/+^): *p* < 0.0001, *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^ (*TNFR1*^−/−^): *p* = 0.0004, *TNFR1*^+/+^ vs *TNFR1*^−/−^ (*Ripk1*^ΔCD4^): *p* = 0.3015; (**M**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^ (*TNFR1*^+/+^): *p* < 0.0001, *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^ (*TNFR1*^−/−^): *p* = 0.9755, *TNFR1*^+/+^ vs *TNFR1*^−/−^ (*Ripk1*^ΔCD4^): *p* = 0.0009. ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Young mice: 8–12 weeks old. Aged mice: >6 months old. IEL intraepithelial lymphocytes. Source data are available online for this figure.

**Figure EV5:**
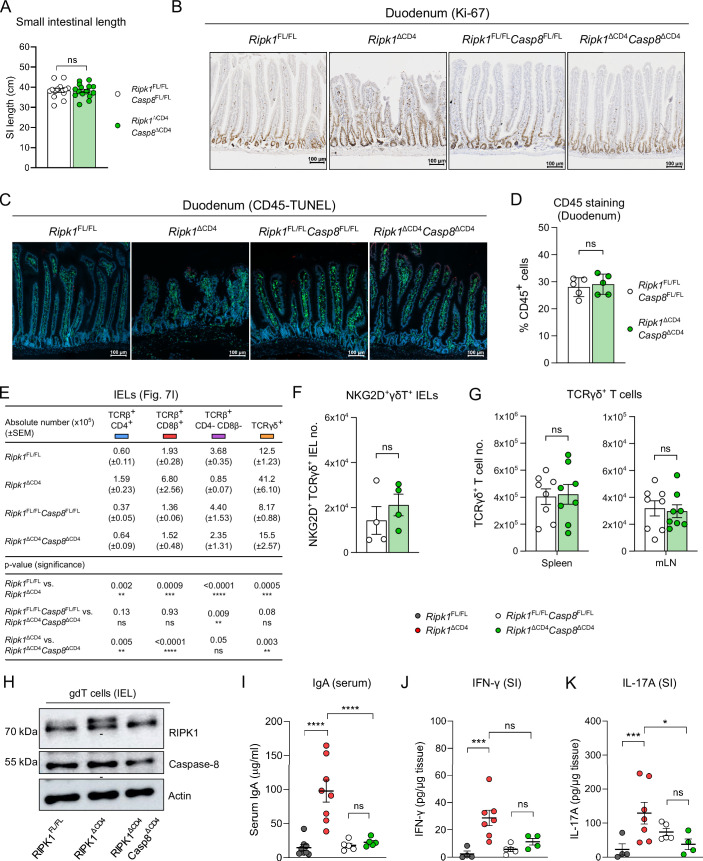
Villus atrophy is TNFR1-dependent, and T cell ablation of caspase-8 prevents the development of intestinal pathology. (**A**) Quantification of the absolute small intestine (SI) length of *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice (*n* = 16) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (*n* = 14). (**B**) Ki-67 staining on duodenum sections of aged *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates. (**C**) CD45-TUNEL staining on duodenum sections of aged *Ripk1*^ΔCD4^ and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice and their respective *Ripk1*^FL/FL^ and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (CD45 = Green; TUNEL = Red). (**D**) Quantification of CD45 staining in the duodenum of aged *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (*n* = 5), represented as the percentage of CD45-positive cells within the total number of cells (determined by DAPI staining). (**E**) Table corresponding to Fig. 7I, indicating the absolute numbers of the different IEL populations and their resulting *p*-values of the statistical analysis (Fisher’s LSD two-way ANOVA). (**F**) Absolute numbers of NKG2D^+^ TCRγδ^+^ IELs in the SI epithelial layer of young *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (*n* = 4), measured by flow cytometry. (**G**) Absolute numbers of TCRγδ^+^ T cells in the spleen (left) and mLN (right) of young *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (*n* = 8), measured by flow cytometry. (**H**) Western blot on FACS-sorted TCRγδ^+^ IELs, showing RIPK1, Caspase-8, and Actin in *Ripk1*^FL/FL^, *Ripk1*^ΔCD4^ and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice. (**I**) Serum IgA concentrations in young *Ripk1*^ΔCD4^ mice (*n* = 8) and *Ripk1*^FL/FL^ littermates (*n* = 8), and aged *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice (*n* = 5) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (*n* = 5), measured by multiplex analysis (Meso Scale Discovery). (**J**, **K**) Tissue concentrations of (**J**) IFN-γ, and (K) IL-17A in the SI of young *Ripk1*^ΔCD4^ (*n* = 7) and *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ (*n* = 5) mice and their respective *Ripk1*^FL/FL^ (*n* = 4) and *Ripk1*^FL/FL^*Casp8*^FL/FL^ (*n* = 5) littermates, measured by multiplex analysis (Meso Scale Discovery). Data are representative of two (**E**) or three (**A**) independent repeats, or (**G**) are combined from two independent repeats. Data are shown as mean ± SEM, with means being represented by bars or horizontal lines and each dot representing an individual mouse. Statistical significance was calculated in Graphpad Prism by unpaired T-test with Welch’s correction (**A**, **D**, **F**, **G**), or Fisher’s LSD two-way ANOVA on Log_2_-transformed data (**E**) with p-values indicated in table (**I**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^: *p* < 0.0001, *Ripk1*^ΔCD4^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* < 0.0001, *Ripk1*^FL/FL^*Casp8*^FL/FL^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.7831; (**J**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^: *p* = 0.0002, *Ripk1*^ΔCD4^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.1071, *Ripk1*^FL/FL^*Casp8*^FL/FL^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.1931; (**K**) *Ripk1*^FL/FL^ vs *Ripk1*^ΔCD4^: *p* = 0.0009, *Ripk1*^ΔCD4^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.0401, *Ripk1*^FL/FL^*Casp8*^FL/FL^ vs *Ripk1*^ΔCD4^*Casp8*^ΔCD4^: *p* = 0.1621. ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Young mice: 8–12 weeks old, aged mice: >6 months old. IEL intraepithelial lymphocytes. Source data are available online for this figure.

Additionally, young *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice showed no lymphopenia of peripheral CD4^+^ T cells (Figs. 7D), confirming our earlier findings that RIPK1 is required for the protection of peripheral CD4^+^ T cells from apoptosis (Huysentruyt et al, 2024). Immunohistochemical analysis of the duodenum in *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice showed no evidence of crypt hyperplasia, villus atrophy, epithelial hyperproliferation or immune cell infiltration (Figs. 7E–H and EV5B–D). These findings demonstrate that the duodenal pathology of *Ripk1*^ΔCD4^ mice was resolved by additional T cell-specific deletion of caspase-8. Indeed, numbers of both TCRβ^+^ IELs and TCRγδ^+^ IELs in *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice were comparable to those in *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (Figs. 7G and EV5E). Similarly, NKG2D^+^ TCRγδ^+^ IELs numbers were consistent between *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice and their littermate controls (Fig. EV5F). Moreover, the peripheral TCRγδ^+^ T cell expansion observed in *Ripk1*^ΔCD4^ mice was prevented by additional deletion of the *Casp8* gene (Figs. EV5G and 3D). Western blot analysis revealed that neither RIPK1 nor Caspase-8 expression was reduced in the TCRγδ^+^ T cells in any of the genotypes (Fig. EV5H), demonstrating the specificity of the *Cd4-Cre*-specific gene ablation.

Collectively, these findings indicate that the sustained expression of RIPK1 in TCRγδ^+^ T cells likely gives them a competitive survival advantage over TCRβ^+^ cells in the *Ripk1*^ΔCD4^ mice, resulting in enhanced presence of TCRγδ^+^ T cells across tissues. Additionally, we found that unlike in *Ripk1*^ΔCD4^ mice, in *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice the tissue levels of TNF, IFN-γ, and IL-17A in the SI, as well as serum levels of IgA, were comparable to those in *Ripk1*^FL/FL^*Casp8*^FL/FL^ littermates (Figs. 7J and EV5I–K), showing a complete rescue of the intestinal inflammation by *Cd4*-specific genetic ablation of *Casp8*. Finally, given that IEL-produced TNF can induce enhanced IEC shedding, leading to villus blunting in areas with active Crohn’s disease (Hu et al, 2022), we crossed the *Ripk1*^ΔCD4^ mice to a *Tnfr1*^−/−^ mouse to investigate its role in the intestinal pathology. Our findings demonstrate that while the SI length and crypt hyperplasia occur independent of TNFR1, villus atrophy was completely rescued in aged *Ripk1*^ΔCD4^*Tnfr1*^*−/−*^ mice (Fig. 7K–M). In conclusion, these findings suggest that the enhanced Caspase-8-mediated apoptosis of TCRβ^+^ T cells drives intestinal pathology in *Ripk1*^ΔCD4^ mice. Furthermore, while the SI elongation and crypt hyperplasia in *Ripk1*^ΔCD4^ mice was TNFR1 independent, the villus atrophy was rescued in *Tnfr1*^−/−^ mice, revealing that TNF mediates this pathological feature.

## Discussion

Previous studies have shown that genetic ablation of *Ripk1* in mice results in enhanced peripheral T cell apoptosis, highlighting RIPK1’s important role in T cell survival (Dowling et al, 2016; Webb et al, 2019; Huysentruyt et al, 2024; Wang et al, 2023). Our findings demonstrate that the expression of *Ripk1* in conventional T cells is essential for maintaining intestinal homeostasis, underscoring its protective role in intestinal pathologies. *Ripk1*^ΔCD4^ mice exhibit villus atrophy and crypt hyperplasia in the duodenum, associated with elongation of the SI. Additionally, we observe an increased infiltration of T cells in the IEL and LP compartments of the SI. In *Ripk1*^ΔCD4^ mice, certain features, such as crypt hyperplasia and intestinal elongation, were microbiota-dependent, whereas villus atrophy persisted despite broad-spectrum antibiotic treatment. The duodenal crypt hyperplasia, the intestinal elongation, and the expansion of Tregs, CD4^+^ and CD8β^+^ TCRβ^+^ IELs were all rescued following antibiotics, suggesting that these phenotypes represent a response towards the intestinal microbiome. The expansion of TCRγδ^+^ IELs and the villus atrophy remained in antibiotics-treated *Ripk1*^ΔCD4^ mice, indicating that these symptoms were independent of the microbiome alterations. Comparing germ-free and specific pathogen-free (SPF) mice has also previously shown that the total TCRγδ^+^ IEL numbers are relatively unaffected by the presence of the microbiota (Bandeira et al, 1990; Hoytema van Konijnenburg et al, 2017). TCRγδ^+^ IELs may affect the microbial composition through the expression of anti-microbial peptides (Rezende et al, 2023). However, since the antibiotic treatment did not affect the villus atrophy or increased mortality in the *Ripk1*^ΔCD4^ mice, the microbiota is unlikely to be the underlying cause of these pathologies.

In both humans and mice, the numbers of TCRγδ^+^ IELs are most prominent in the proximal part of the SI, and their abundance decreases down the length of the intestine (Camerini et al, 1993; Lundqvist et al, 1995; Hoytema van Konijnenburg et al, 2017). This aligns with our observation that intestinal pathology in *Ripk1*^ΔCD4^ mice mainly manifested in the proximal SI. We found that the TCRγδ^+^ IELs in *Ripk1*^ΔCD4^ mice expressed elevated levels of NKG2D, a key activating receptor on IELs during infection and inflammation (Zhou et al, 2007; Li et al, 2017). This elevation suggests an enhanced activation state of the TCRγδ^+^ IELs in *Ripk1*^ΔCD4^ mice. Furthermore, TCRγδ^+^ T cell numbers are elevated in all examined peripheral tissues in *Ripk1*^ΔCD4^ mice. This increase in TCRγδ^+^ T cells may reflect a compensatory mechanism resulting in RIPK1-sufficient TCRγδ^+^ T cells filling the niche instead of TCRβ^+^ T cells due to the survival disadvantage of *Ripk1*^ΔCD4^ TCRβ^+^ T cells observed in bone marrow chimeras.

In the LP, Foxp3^+^ Treg numbers were similar between *Ripk1*^ΔCD4^ and *Ripk1*^fl/fl^ genotypes. However, the number of IL-10-producing CD4 cells was decreased in the LP in the *Ripk1*^ΔCD4^ mice, which suggests a reduced capacity to regulate the production of pro-inflammatory cytokines (Kessler et al, 2017; Costes et al, 2019; Brockmann et al, 2018). Accordingly, enhanced levels of IL-17A, IFNy and TNF were observed in the SI tissue. Additionally, pathway analyses of CD4^+^ LP T cells scored highest for pathways associated with IBD and Th17 differentiation, especially based on upregulation of the type-3 immune response genes, such as *Il17a, Tmem176a*, *Tmem176b*, and *Tnfsf8* (Ciofani et al, 2012; Drujont et al, 2016; Sun et al, 2010).

The absence of RIPK1 in murine intestinal epithelial cells (IEC) induces severe inflammatory symptoms in the gut and premature death due to excessive IEC apoptosis (Takahashi et al, 2014; Dannappel et al, 2014). Furthermore, while antibiotic treatment in *Ripk1*^*∆IEC*^ mice rescued the intestinal pathology (Takahashi et al, 2014), a different study reported that antibiotic treatment in tamoxifen-inducible *Ripk1*^*ERT2-IEC*^ mice was unable to alleviate the pathology (Dannappel et al, 2014). This discrepancy may be due to differences in animal house conditions. Here, we demonstrate that RIPK1 deficiency in conventional T cells leads to a complex enteropathy driven by both microbiome-dependent and independent pathology.

Interestingly, duodenal pathology and villus atrophy, which have been reported in human RIPK1 deficiency (Uchiyama et al, 2019), are similar to the pathology observed in our study. This parallel underscores the potential relevance of our findings to human disease. Additionally, multiple other intestinal enteropathies can also lead to duodenal pathologies, such as Crohn’s disease (Vyhlidal et al, 2021), celiac disease (Lebwohl et al, 2018), and autoimmune enteropathy (Gentile et al, 2012), and have been associated with intraepithelial lymphocytosis (Vyhlidal et al, 2021; Patterson et al, 2015; Savilahti et al, 1990; Järvinen et al, 2003; Gentile et al, 2012). In celiac disease, for instance, villus atrophy is directly associated with the activity of infiltrating IELs (Meresse et al, 2004). Furthermore, in Crohn’s disease, TCRγδ^+^ IELs promote pathology by inducing TNF-mediated shedding of IECs, leading to villus atrophy in areas with active disease (Hu et al, 2022). Given the increased number of TNF-producing TCRγδ^+^ IELs and enhanced tissue concentrations of TNF, we crossed the *Ripk1*^ΔCD4^ mice onto a *Tnfr1*^−/−^ background. *Ripk1*^ΔCD4^*Tnfr1*^−/−^ mice were protected from villus atrophy, yet they still exhibited microbiome-mediated intestinal elongation and crypt hyperplasia. This suggests that TNF signaling plays a critical role in mediating villus atrophy, while other pathways remain active in tissue remodeling.

Finally, we found that the additional deletion of the *Casp8* gene in *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice completely rescues the intestinal pathology observed in *Ripk1*^ΔCD4^ mice. This rescue shows that apoptosis of TCRβ^+^ T cells is the underlying cause of the crypt hyperplasia, villus atrophy and lymphocytosis of IELs. The complete absence of pathology in *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice indicates that intestinal homeostasis relies on RIPK1-mediated survival of peripheral CD4^+^ and CD8^+^ T cells by preventing caspase-8-mediated apoptosis. Additionally, using *Ripk1*^K45A^ mice, we found that the scaffold function of RIPK1, rather than its kinase activity is crucial for T cell survival and maintenance of intestinal homeostasis.

Previous work has shown that RIPK1-deficient T cells undergo Caspase-8-mediated apoptosis (Huysentruyt et al, 2024), and other studies have reported that caspase-8 limits RIPK1-mediated necroptosis following TCR stimulation (Salmena et al, 2003; Ch’en et al, 2008). Consequently, mice and patients with mutations in the caspase-8 cleavage site of RIPK1 develop an autoinflammatory syndrome characterized by excessive RIPK1-dependent cell death (Newton et al, 2019; Lalaoui et al, 2019). Interestingly, although T cell-specific *Casp8* knockout mice also developed a wasting syndrome with reduced survival rates, the specific ablation of *Casp8* in T cells does not result in the same mucosal-associated pathology as observed in *Ripk1*^ΔCD4^ mice. These mice developed an ALPS-like pathology characterized by splenomegaly and T cell infiltrates in various non-lymphoid tissues. No intestinal phenotype was observed, and serum levels of IgA were comparable to those of control mice (Salmena and Hakem, 2005). Similarly, mutations in the human *Casp8* gene have been identified in patients with clinical ALPS-like symptoms, although these patients also exhibited defective T cell activation (Chun et al, 2002). In contrast, patients with RIPK1 deficiency suffer from early-onset intestinal inflammation, immune deficiency, and arthritis (Uchiyama et al, 2019; Cuchet-Lourenço et al, 2018; Li et al, 2019). Mice lacking *Casp8* in T cells develop RIPK1-driven lymphoproliferative syndromes (Ch’en et al, 2011, 2008; Salmena and Hakem, 2005), whereas we demonstrate that the absence of *Ripk1* induces caspase-8-driven lymphopenia and intestinal malignancies. The absence of any pathology in *Ripk1*^ΔCD4^*Casp8*^ΔCD4^ mice indicates that the pathologies induced by either *Ripk1* or *Casp8* ablation are both rescued.

Although patients with RIPK1 deficiency develop primary immunodeficiency associated with peripheral T cell lymphopenia (Sultan et al, 2022; Li et al, 2019), the impact of this deficiency on intestinal T cells remains unexplored. While human RIPK1 deficiency affects the entire body, the reported duodenal pathology (Uchiyama et al, 2019) mirrors the one that is observed in *Ripk1*^ΔCD4^ mice with selective ablation of *Ripk1* in T cells. This parallel pathology between humans and mice indicates a central role of T cells in mediating intestinal pathology in humans with RIPK1 deficiency. Our findings indicates that patients with RIPK1 deficiency may benefit from bone marrow transplants to ameliorate systemic immune cell deficiencies.

In this study, we describe a mouse model that develops complex SI intestinal pathology, where the microbiome contributes to intestinal elongation, and TNF drives the villus atrophy. While the etiology of this genetic mouse model specifically targets the survival of αβT cells, it mimics the proximal SI pathology reported in human RIPK1 deficiency (Uchiyama et al, 2019). Additionally, this study reveals how intestinal T cell perturbation through RIPK1 ablation can result in specific pathological features observed in human enteropathies, such as celiac disease, autoimmune enteropathy and Crohn’s disease (Vyhlidal et al, 2021; Lebwohl et al, 2018; Gentile et al, 2012). The similarity between these mice and the proximal SI manifestations observed in human patients may aid in unraveling novel downstream targets for human enteropathies, advancing clinical understanding in the field.

## Methods

**Table:** Reagents and tools table

Antibodies	Source	Catalogue number (Cat#)
Anti-CD16/CD32 (clone 2.4G2)	BD Biosciences	553142
BUV395-conjugated anti-CD3 (145-2C11)	BD Biosciences	563565
BV605-conjugated anti-CD4 (RM4-5)	BD Biosciences	563151
BUV395-conjugated anti-CD25 (PC61)	BD Biosciences	564022
V450-conjugated anti-CD44 (IM7)	BD Biosciences	560451
BV421-conjugated anti-IL-10 (JES5-16E3)	BD Biosciences	563276
V450-conjugated anti-CD45 (30-F11)	BD Biosciences	560501
BUV395-conjugated anti-CD45 (30-F11)	BD Biosciences	565967
AF700-conjugated anti-CD45R/B220	BD Biosciences	557957
PE-conjugated anti-TGF-β1 (TW7-16B4)	BD Biosciences	141403
PE-conjugated anti-CD62L (MEL-14)	BD Biosciences	553151
AF488-conjugated anti-FoxP3 (MF23)	BD Biosciences	560407
PE-conjugated anti-NKG2D (CX5)	BD Biosciences	558403
FITC-conjugated anti-TCRγδ	BD Biosciences	553177
PE-CF594-conjugated anti-TCRγδ	BD Biosciences	563532
AF488-conjugated anti-CD3 (17A2)	Biolegend	100210
FITC-conjugated anti-CD8β (YTS156.7.7)	Biolegend	126606
BV510-conjugated anti-CD8β (YTS156.7.7)	Biolegend	126631
PerCP-Cy5.5-conjugated anti-CD8β (YTS156.7.7)	Biolegend	126610
PE-Cy7-conjugated anti-CD8β (YTS156.7.7)	Biolegend	126616
PerCP-Cy5.5-conjugated anti-CD44 (IM7)	Biolegend	103032
APC-conjugated anti-TNF (MP6-XT22)	Biolegend	554420
BV785-conjugated anti-CD11b (M1/70)	Biolegend	101243
BV785-conjugated anti-CD19 (6D5)	Biolegend	115543
BV421-conjugated anti-CD45R/B220 (RA3-6B2)	Biolegend	103239
BV785-conjugated anti-F4/80 (BM8)	Biolegend	123141
BV785-conjugated anti-Ly-6G (1A8)	Biolegend	127645
BV711-conjugated anti-TCRβ (H57-597)	Biolegend	563135
BV785-conjugated anti-Ter-119 (TER-119)	Biolegend	116245
eFluor450-conjugated anti-CD8α (53-6.7)	eBioscience	48-0081-82
PE-Cy5-conjugated anti-CD11b (M1/70)	eBioscience	11-0112-82
AF700-conjugated anti-CD19 (1D3)	eBioscience	56-0193
PE-Cy7-conjugated anti-CD44 (IM7)	eBioscience	25-0441-82
PE-Cy7-conjugated anti-CD45 (30-F11)	eBioscience	25-0451-82
FITC-conjugated anti-CD62L (MEL-14)	eBioscience	11-0621-82
APC-conjugated anti-FoxP3 (FJK-16s)	eBioscience	17-5773-82
PE-Cy5-conjugated anti-Gr-1 (RB6-8C5)	eBioscience	13-5931-82
PE-Cy5-conjugated anti-Ter-119 (TER-119)	eBioscience	13-5921-82
Anti-RIPK1	BD Biosciences	610459
Anti-caspase-8	Abnova	MAB3429
Anti-actin	MP Biomedicals	69100
HRP-linked anti-mouse IgG	GE Healthcare	NA931
HRP-linked anti-rat IgG	GE Healthcare	NA935
AF488-Labeled T22 tetramer	Tetramer Core Facility, NIH	70603
Fixable Viability Dye eFluor™ 780	eBioscience	65-0865-14
Cell Stimulation Cocktail	Life Technologies	00-4975-03
BD Cytofix/Cytoperm™	BD Biosciences	554714
Foxp3/Transcription Factor Staining Buffer Set	eBioscience	00-5523-00
**Reagent**	**Source**	**Catalogue number**
ACK lysis buffer	Lonza	10548E
EDTA (2 mM)	Invitrogen	15575020
Dithioerythritol (DTE, 1 mM)	Sigma-Aldrich	D8255
Percoll (37.5% solution)	Sigma-Aldrich	GE17-0891-01
DNase I (40 μg/ml)	Roche	10104159001
Collagenase I (100 U/ml)	Gibco	17100-017
Zirconium oxide beads	Bertin	P000927-LYSK0-A
Food (for mice)	ssniff Spezialdiäten GmbH	V1534
Ciprofloxacin	Sigma-Aldrich	17850
Ampicillin	Sigma-Aldrich	A9518
Metronidazole	Sigma-Aldrich	M1547
Vancomycin	Labconsult	DUC.V0155.0005
Brain Heart Infusion Broth (BHI)	Sigma-Aldrich	53286
Brewer Thioglycolate Medium	Sigma-Aldrich	B2551
U-PLEX Custom Biomarker Assay	Meso Scale Discovery	K15069M
Mouse Isotyping Panel 1	Meso Scale Discovery	K15183B
**Mouse line**	**Reference and source**	**Strain number**
Cd4-Cre transgenic mice	Lee et al, 2001; purchased from Jackson Laboratory	022071
Ripk1^FL/FL^ (Conditional Ripk1 mice)	Generated in-house at VIB Transgenic Core Facility (Takahashi et al, 2014)	Not applicable
T cell-specific RIPK1 knockout mice	Crossed Ripk1^FL/FL^ with Cd4-Cre transgenic mice	Not applicable
RIPK1 kinase-dead knock-in mice (Ripk1K45A)	Berger et al, 2014; purchased from GlaxoSmithKline (GSK)	Not applicable
Casp8^FL/FL^ (Conditional Casp8 mice)	Beisner et al, 2005; purchased from Jackson Laboratory	027002
T cell-specific Ripk1 and Casp8 double knockout mice	Crossed Casp8^FL/FL^ with Ripk1FL/+ Cd4-CreTg/+ mice	Not applicable
Tnfr1-deficient mice (Tnfr1^−/−^)	Pfeffer et al, 1993; purchased from Jackson Laboratory	002818
Full-body Tnfr1^−/−^ and T cell-specific Ripk1-deficient mice	Crossed Tnfr1^−/−^ with Ripk1^FL/+^ Cd4-Cre^Tg/+^	Not applicable
CD45.1	Purchased from Jackson Laboratory	002014
CD45.1/2	Product of mating CD45.1 with CD45.2 (F1 generation)	Not applicable
**Sequence of primers**	**Alleles identified by primers**	**Additional information**
5′-GGCAAACACCTTTAATCCAAGCCTGGTC-3′	Wild type and loxP-site flanked Ripk1 alleles - Forward	Wild-type: 287 bp, Floxed: 366 bp
5′-CCATGGCTGCAAACACCTAAACCTGAAG-3′	Wild type and loxP-site flanked Ripk1 alleles - Reverse	Wild-type: 287 bp, Floxed: 366 bp
5′-GCCTGCATTACCGGTCGATGCAACGA-3′	Cd4-Cre construct - Forward	800 bp DNA fragment when the transgene is present
5′-GTGGCAGATGGCGCGGCAACACCAT-3′	Cd4-Cre construct - Reverse	800 bp DNA fragment when the transgene is present
5′-CTCTGATTGCTTTATAGGACACAGCA-3′	Ripk1K45A mice (knock-in) - Forward	Wild-type: 575 bp, Knock-in: 473 bp
5′-GTCTTCAGTGATGTCTTCCTCGTA-3′	Ripk1K45A mice (knock-in) - Reverse	Wild-type: 575 bp, Knock-in: 473 bp
5′-TTGAGAACAAGACCTGGGGACTG-3′	loxP-site flanked Casp8 alleles - Forward	Wild-type: 200 bp, Floxed: 300 bp
5′-GGATGTCCAGGAAAAGATTTGTGTC-3′	loxP-site flanked Casp8 alleles - Reverse	Wild-type: 200 bp, Floxed: 300 bp
5′-CTGGAAGTGTGTCTCAC-3′	Tnfr1 alleles - Forward	Wild-type: 1400 bp, Knockout: 950 bp
5′-CCAAGCGAAACATCGCATCGAGCGA-3′	Tnfr1 alleles -Reverse	Wild-type: 1400 bp, Knockout: 950 bp
**Software/Program**	**Source**	**Identifier/Version**
Zeiss Zen blue software	Carl Zeiss	Version 3.1
The R Project for Statistical Computing	www.R-project.org, R Core Team (2021)	Version 4.1.1
QuPath	Open Source, Bankhead et al (2017)	Version 0.2.3
FACSDiva™ software	BD Biosciences	Version 9.0
FlowJo™	Flowjo.com	Version 10
Cell Ranger	10x Genomics	Version 5.0.0
Seurat	Open Source (R package), Hao et al (2021)	Version 4.0.2
pheatmap	Open Source (R package), Kolde et al (2019)	Version 1.0.12
GraphPad Prism	GraphPad Software	Version 10.3.0
ggplot2	Open Source (R package), Wickham et al (2016)	Version 3.5.1
pathfindR	Open Source (R package), Ulgen et al (2019)	Version 2.4.1

### Mice

All conditional KO mice were on a C57BL/6J background, and both male and female sexes were used for all experiments. The different mouse stains can be found in the Reagents and Tools Table and above: Conditional *Ripk1* mice (*Ripk1*^FL/FL^) were generated in-house at VIB Transgenic Core Facility (TCF), as previously described (Takahashi et al, 2014). *Cd4-Cre* transgenic mice (Lee et al, 2001) were purchased from Jackson Laboratory (Strain #:022071). T cell-specific RIPK1 knockout mice were created by crossing *Ripk1*^FL/FL^ mice with *Cd4-Cre* transgenic mice. Mice were bred using one heterozygous parent (*Ripk1*^FL/+^*Cd4-Cre*^Tg/+^) and one *Ripk1*^FL/FL^ parent because the use of homozygous parents (*Ripk1*^FL/FL^*Cd4-Cre*^Tg/+^) resulted in reduced litter sizes. *Ripk1*^FL/+^*Cd4-Cre*^+/+^ and *Ripk1*^FL/FL^*Cd4-Cre*^+/+^ mice were used as control genotypes. RIPK1 kinase-dead knock-in mice (*Ripk1*^K45A^) (Berger et al 2014), were purchased from GlaxoSmithKline (GSK). Conditional *Casp8* mice (*Casp8*^FL/FL^) (Beisner et al, 2005) were purchased from Jackson Laboratory (Strain #:027002). T cell-specific *Ripk1* and *Casp8* double knockout mice were created by crossing *Casp8*^FL/FL^ mice with *Ripk1*^FL/+^*Cd4-Cre*^Tg/+^ mice, allowing for the study of combined gene knockouts in T cells. *Tnfr1*-deficient mice (*Tnfr1*^−/−^) (Pfeffer et al, 1993), were purchased from Jackson Laboratory (Strain #:002818). Full-body *Tnfr1*^−/−^ and T cell-specific *Ripk1*-deficient mice were created by crossing *Tnfr1*^−/−^ mice with *Ripk1*^FL/+^*Cd4-Cre*^Tg/+^ mice. Experimental mouse lines were cohoused, and littermate controls were used in all experiments to ensure appropriate comparisons. CD45.1 were from the Jackson Laboratory (Strain #: 002014), and CD45.1/2 mice were the product of mating CD45.1 with CD45.2 (F1 generation). They were bred and housed in individually ventilated cages at the VIB Center for Inflammation Research under specific pathogen-free (SPF) conditions in a temperature-controlled (21 °C) animal facility with a 14/10-h light/dark cycle. Water and food (ssniff Spezialdiäten GmbH, V1534) were provided ad libitum. All experiments on mice were conducted according to institutional, national, and European animal regulations. All animal protocols were approved by the ethics committee of Ghent University. Mice defined in the text as ‘Young’ were between 8 to 12 weeks, and mice defined as ‘Aged’ were at least 6 months old. For assessment of body weight and survival, mice were monitored and weighed weekly or biweekly. For depletion of the intestinal microbiome, breeding couples were treated with an antibiotic cocktail consisting of 200 mg ciprofloxacin (Sigma-Aldrich, 17850), 1 g ampicillin (Sigma-Aldrich, A9518), 1 g metronidazole (Sigma-Aldrich, M1547) and 500 mg vancomycin (Labconsult, DUC.V0155.0005) per litre of drinking water. Treatment began 2 weeks before the expected birth of their offspring. After birth, treatment was continued on the offspring for 28 weeks to ensure sufficient time for the intestinal pathology to occur. Drinking water with freshly dissolved antibiotics was changed every 2–3 days. After the antibiotic-treated mice were sacrificed, tissues were harvested, and the presence of intestinal microflora was determined by culturing fecal samples in liquid cultures of brain heart infusion broth (Sigma-Aldrich, 53286) and Brewer thioglycolate medium (Sigma-Aldrich, B2551) for 2 days at 37 °C. No significant bacterial growth was observed in the liquid cultures from antibiotic-treated mice, indicating effective antibiotic treatment. All experiments on mice were conducted in accordance with the Declaration of Helsinki and approved by the IRC-UGent ethical committee under the reference numbers (EC2019-009, EC2018-088, and EC2020-045).

### Genotyping

Genotyping of the different mouse lines was performed using conventional PCR and the primers can be found in the Reagents and Tools Table describing the specific primer sequences and the size of the resulting DNA fragments.

### Histology

Mice were euthanized by cervical dislocation at indicated time points. Small intestines and colons were isolated, and the small intestines were divided into duodenum, jejunum and ileum. The three intestinal fragments and colons were flushed with 1x PBS at 4 °C, either rolled up into Swiss rolls and fixed overnight in 4% formaldehyde at 4 °C. After fixation, tissues were dehydrated using the Shandon Citadel tissue processor (Thermo Scientific), embedded in paraffin using standardized methods and cut at 4 µm thickness. Sections were stained with hematoxylin and eosin (H&E) using the Thermo Shandon Varistain V24-4 (Thermo Scientific). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay was combined with a CD45 immunofluorescent staining. Sections were deparaffinized, rehydrated and antigen retrieval was performed using an antigen unmasking solution (Vector Laboratories, VEC.H-3300) in a Pick cell cooking unit. Next, TUNEL assay (In situ cell death detection kit TMR red) was performed following the manufacturer’s instructions (Roche, 12156792910), followed by a blocking step with 5% goat serum in PBS for 30 min and an overnight incubation with a rabbit anti-CD45 primary antibody (1/400, Abcam, ab10558). Additionally, sections were incubated with a biotinylated secondary antibody (Vector Laboratories, BA-1000) followed by streptavidin-Dylight633 (ThermoFisher, 21844) and DAPI (invitrogen, D21490). For Immunohistochemistry, sections were incubated overnight with a rabbit anti-Ki67 antibody (1/1000, Cell Signaling, 12202S) followed by a biotinylated secondary antibody (Vector Laboratories, BA-1000). An avidin-biotin system (ABC, Vector Laboratories, PK4000) was added and peroxidase activity was detected using 3,5-di-amino-benzidine (DAB, Vector Laboratories, SK-4105). Images were acquired using a Zeiss Axioscan Z.1 slide scanner (Carl Zeiss, Jenna, Germany) at 20x magnification. Quantification of villus length and crypt depth was performed using Zeiss Zen 3.1 blue software, and researchers were always blinded to the individual groups. Quantification of Ki-67, TUNEL, and CD45 stainings was performed using scripts provided by the VIB Bioimaging Core (Ghent, Belgium) ran on QuPath-0.2.3 software. For each sample, three separate regions per Swiss roll were quantified, and the average was calculated.

### Scanning electron microscopy (SEM)

Cross-sections were cut from the duodenum and immediately incubated in freshly prepared fixative containing 2% paraformaldehyde (EMS), 2.5% gluteraldehyde (EMS) in 0.1 M Sodium Cacodylate (EMS) buffer, pH 7.4) overnight at 4 °C. The fixative was removed by washing the samples in 0.1 M cacodylate buffer, and samples were then incubated in 2% osmium (OsO_4_, EMS) in 0.1 M cacodylate buffer for 30 min at RT. After washing in H_2_O, the samples were dehydrated using solutions of increasing ethanol concentration (50%, 70%, 85%, 95%, 2x 100%), followed by acetone. The samples were subsequently dried in a critical point dryer (Leica EM CPD300) and mounted on an aluminum stub (EMS) using carbon adhesive tape (EMS). Samples were coated with 5 nm of platinum (Quorum Q150T ES), and SEM imaging was performed using a Zeiss Crossbeam 540.

### Generation of mixed bone marrow chimeras

CD45.1 recipient mice received a sublethal irradiation dose (800 cGy) to prepare them for bone marrow reconstitution. At least 4 h later, the recipient mice were injected intravenously with a 1:1 mixture of BM cells (4 × 10^6^ cells in total) derived from CD45.1/2 and either *Ripk1*^FL/FL^ or *Ripk1*^ΔCD4^ (both CD45.2) donors. Irradiated mice were randomly assigned to the individual bone marrow chimera groups. Validation of the reconstitution was performed 8 weeks later by collection of tail vein blood. Osmotic lysis of red blood cells was carried out using ACK lysis buffer (10548E, Lonza, Basel, Switzerland), and lymphocytes were analyzed by flow cytometry. Twelve weeks after reconstitution of the bone marrow, the mice were euthanized, and ratios of CD45.1/2 and CD45.2T cell numbers in IEL and LP were analyzed by flow cytometry.

### Preparation of single cells for flow cytometry

Thymus, spleens, lymph nodes and Peyer’s patches were harvested and stored in ice-cold PBS containing 3% heat-inactivated fetal calf serum (FCS) and 2 mM EDTA (Invitrogen, 15575020). Tissues were smashed on top of a 70 µm cell strainer using the plunger of a 3-ml syringe, and single cells were subsequently collected by centrifugation at 500 × *g* and 4 °C for 5 min. For the purification of splenocytes, an additional osmotic lysis of red blood cells was performed using ACK lysis buffer (Lonza, 10548E). Small intestines were dissected and flushed with RPMI containing 5% heat-inactivated FCS to remove feces and mucus. Peyer’s patches were carefully removed, and the intestines were dissected longitudinally and transversely into 0.5 cm pieces. For isolation of immune cells within the epithelial layer, the fragments were incubated in Hanks’ Balanced Salt Solution (HBSS) supplemented with 10 mM HEPES buffer, 25 mM NaHCO_3_, 10% FCS and 1 mM dithioerythritol (DTE, Sigma-Aldrich, D8255) for 20 min on a shaker at 37 °C. Intra-epithelial lymphocytes (IEL) were further enriched by resuspension in a 37.5% Percoll solution followed by gradient centrifugation (Sigma-Aldrich, GE17-0891-01), a technique designed to separate lymphocytes from other cell types based on their density, such as epithelial cells. The remaining tissue pieces were further incubated in HBSS containing 5 mM HEPES and 1.3 mM EDTA for 20 min on a shaker at 37 °C to remove the remaining epithelial cells. The tissue pieces were then digested in RPMI supplemented with 10% FCS, 1 mM MgCl_2_, 1 mM CaCl_2_, 40 μg/ml DNAse I (Roche, 10104159001), and 100 U/ml collagenase I (Gibco, 17100-017) for 45 min at 37 °C on a shaker. This enzymatic digestion helped to break down the extracellular matrix, facilitating further cell isolation. Afterwards, LP lymphocytes were enriched by gradient centrifugation following resuspension of cell suspension in a 37.5% Percoll solution.

### Flow cytometry

Single-cell suspensions were obtained as described in the previous section, and the antibodies can be found in Reagents and Tools Table. Staining for cell viability was done using Fixable Viability Dye eFluor™ 780 (eBioscience). Intracellular stainings for FoxP3 were performed using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience, 00-5523-00). For intracellular cytokine measurements, cells were first extracted from each tissue as mentioned above and incubated with Cell stimulation cocktail (Cat# 00-4975-03, Life Technologies) for 4 h. For the staining procedure, the cells were first stained extracellularly, then fixed and permeabilized using BD Cytofix/Cytoperm™ (Cat# 554714, BD Biosciences), followed by intracellular staining. Flow cytometry was performed on an LSRFortessa™ 5-laser or FACSymphony™ cytometer (BD Biosciences) using FACSDiva™ software, and data were analyzed using FlowJo™ v10 software.

### Measurement of cytokine concentrations in small intestine

Intestinal tissue pieces were homogenized with zirconium oxide beads (Bertin, P000927-LYSK0-A) using the Precellys 24 tissue homogenizer (Bertin). Cytokine concentrations, including IFN-γ, IL-4, IL-5, IL-6, IL-9, IL-10, IL-13, IL-17A, IL-22, TNF, and TGF-β were measured using a U-PLEX Custom Biomarker assay (Meso Scale Discovery, K15069M) according to the manufacturer’s instructions. Measurements were conducted on the Meso Quickplex SQ 120 (Meso Scale Discovery) and normalized to tissue weight.

### Measurement of immunoglobulins in serum

Mice blood samples were collected and centrifuged at 1500 × *g* for 10 min to separate serum. IgA levels were quantified using the Mouse Isotyping Panel 1 assay (Meso Scale Discovery, K15183B) following the manufacturer’s instructions. Measurements were performed on the Meso Quickplex SQ 120 (Meso Scale Discovery).

### Western blotting

FACS-sorted γδT IELs (Gating: live, CD3^+^, TCRγδ^+^, TCRβ^-^) were collected and lysed in 1x Laemmli buffer containing 50 mM Tris-HCl pH 6.8, 2% sodium dodecyl sulfate (SDS), and 10% glycerol. Lysates were boiled for 10 min at 95 °C, and proteins were separated by SDS-PAGE before being transferred to a nitrocellulose membrane. Immunoblotting was performed by incubating at 4 °C overnight using the following primary antibodies: anti-RIPK1 (#610459, 1:2000, BD Biosciences), anti-caspase-8 (MAB3429, 1:1000, Abnova, Taipei, Taiwan) and anti-actin (69100, 1:20,000, MP Biomedicals, Irvine, CA, USA) followed by a 1 h incubation at RT using the following secondary antibodies: HRP-linked anti-mouse IgG (NA931, 1:3000, GE Healthcare, Chicago, IL, USA) and HRP-linked anti-rat IgG (NA935, 1:3000, GE Healthcare). FACS sorting was performed on a FACSAria™ III cell sorter (BD Biosciences).

### Sorting cells for scRNA-seq

Single cells were prepared from the small intestine as previously described. The cells were subsequently stained with DAPI for cell viability, and TruStain FcX Block (BioLegend, cat 101320). Antibody staining comprised fluorochrome-conjugated monoclonal antibodies recognizing CD45 (eBioscience, clone 30-F11), the mouse cell surface protein antibody panel containing 165 oligo-conjugated antibodies, 9 TotalSeq-A isotype controls (TotalSeq-A, BioLegend) and the unique TotalSeq-A cell hashing antibody (BioLegend). Approximately, 70,000 CD45^+^ cells and 30,000 CD45^-^ cells were sorted per sample using FACSAria™ II and FACSAria™ III cell sorters (BD Biosciences) and afterwards combined for sequencing.

### Single-cell RNA sequencing (scRNA-seq)

Three biological replicates per genotype were multiplexed using TotalSeq-A cell hashing antibodies (Biolegend) to facilitate efficient sample tracking. Sorted IEL single-cell suspensions were diluted to an approximate concentration of 1000 cells/µl and processed using a Chromium GemCode Single Cell Instrument (10x Genomics) to generate single-cell gel beads-in-emulsion (GEM). The scRNA-Seq libraries were prepared using the GemCode Single Cell 3′ Gel Bead and Library kit, version 3.1 (10x Genomics) following the manufacturer’s instructions. Amplification primers (3 nM each, 5′CCTTGGCACCCGAGAATT*C*C - 5′GTGACTGGAGTTCAGACGTGTGC*T*C) were added for cDNA amplification to enrich the TotalSeq-A cell surface and hashing protein oligos respectively. Size selection with SPRIselect Reagent Kit (Beckman Coulter, B23318) was used to separate amplified cDNA molecules for 3′ gene expression and cell surface protein construction. TotalSeq-A protein library construction, including sample index PCR using Illumina’s Truseq Small RNA primer sets and SPRIselect size selection, was carried out following the manufacturer’s instructions. The cDNA content of pre-fragmentation and post-sample index PCR samples was analyzed using the 2100 BioAnalyzer (Agilent) to ensure consistency and quality control. Sequencing libraries were loaded onto an Illumina NovaSeq flow cell at the VIB Nucleomics core with sequencing settings aligned with the recommendations of 10x Genomics. The libraries were pooled in a 70:20:10 ratio for the 3′ gene expression, cell surface, and hashing protein samples, respectively. The Cell Ranger pipeline (10x Genomics, version 5.0.0) was used to demultiplex samples and generate FASTQ files for read 1, read 2, and the i7 sample index for the gene expression, cell surface, and hashing protein libraries. Read 2 of the gene expression libraries was mapped to the mouse reference genome (GRCm38.99) to identify and annotate transcriptomic features. Barcode processing, filtering of unique molecular identifiers, and gene counting were performed using the Cell Ranger suite. CITE-seq reads were quantified using the feature-barcoding functionality to associate protein expression with the transcriptomic data. The mean reads per cell across all gene expression libraries was 24,100, with a sequencing saturation of 55%, as calculated by Cell Ranger. In total, eight individual single-cell libraries were created in this study, containing 86,180 cells.

### scRNA-seq data analysis

Separate samples were merged and the aggregate was processed using the Seurat (v 4.0.2) pipeline with default parameters unless specified otherwise. The following functions were used sequentially: NormalizeData, FindVariableFeatures, ScaleData, RunPCA (npcs = 150), FindNeighbours (dims = 1:50), FindClusters (resolution = 1.3), RunTSNE (dims = 1:50), and RunUMAP (dims = 1:50). Clusters were further curated manually based on marker gene expression to ensure accurate identification and grouping of cell populations. Differentially expressed genes were calculated using the FindMarkers function with an adjusted *p* value of <0.05. Dot plots and UMAP plots were created using the DotPlot and DimPlot functions, respectively. Heatmaps were made using an in-house built function based on the pheatmap package (v 1.0.12). Volcano plots were generated in Graphpad Prism. KEGG analysis was performed using pathfindR (v 2.4.1) and visualized with ggplot2 (v 3.5.1) (Ulgen et al, 2019).

### Statistical analysis and study design

Effect size and sample size calculation were performed using G*power 3.1.9.7. software with an α-error of 0.05 and a power of 80%. Flow samples were only rejected in case high levels of death cells were determined following acquisition (making them unrepresentable) or if the genotype of the mouse was uncertain. The number of mice (*n*) for each experiment is reported in the figure legends. The test used to evaluate differences between condition groups is specified in the figure legend. Unpaired T-test were conducted as two-sided tests with Welch’s correction. For comparisons involving more than two experimental groups, differences in variances between treatment groups were tested with an F-test. If the F-test indicated different variances between conditions, statistical analysis were conducted on Log2-transformed values, as specified in the figure legend. Due to the type of the data, normal distribution was assumed when appropriate but not formally tested. In case the normal distribution could not be assumed or the variances remained unequal after Log2 transformation, a non-parametric test was applied as indicated in figure legends. Statistical analyses were carried out using GraphPad Prism version 10.3.0 (Graphpad Software Inc., La Jolla, CA).

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Figure EV1-EV5 Source Data

Expanded View Figures

## Data Availability

The single-cell sequencing data has been deposited in the Gene Expression Omnibus under the ID: GSE263990. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00441-5.

# Supplementary material for: RIPK1 ablation in T cells results in spontaneous enteropathy and TNF-driven villus atrophy
**Source:** EMBO Rep. 2025 Apr 30;26(10):2654–82. doi: 10.1038/s44319-025-00441-5
**Supplement:** Supplementary file 10 — Expanded View Figures

Expanded View Figures

Figure EV1. Selective deletion of *Ripk1* in conventional T cells results in small intestinal inflammation and elongation.

(A) Distribution of pups with indicated genotypes from crosses between *Ripk1^{FL/FL}; Cd4-Cre^{+/-}* and *Ripk1^{FL/+}; Cd4-Cre^{Tg/+}* parents. Bars represent the observed percentage of mice with each genotype within a total population of $n = 205$ mice. The expected percentage is denoted by the horizontal dotted line, and the p -value resulting from a chi-square test are indicated. (B) Absolute numbers of CD4⁺ and CD8⁺ T cells in the mesenteric lymph nodes (mLN) of *Ripk1^{ΔCD4}* mice and *Ripk1^{FL/FL}* littermates, measured by flow cytometry. (C) Representative image of the full colon and caecum of an aged *Ripk1^{ΔCD4}* mouse and *Ripk1^{FL/FL}* littermate. (D) Quantification of the absolute length of the colon of young *Ripk1^{ΔCD4}* mice ($n = 22$) and *Ripk1^{FL/FL}* littermates ($n = 22$) and aged *Ripk1^{ΔCD4}* mice ($n = 25$) and *Ripk1^{FL/FL}* littermates ($n = 22$). (E) Representative images of an aged homozygous *Ripk1^{ΔCD4}* mouse, heterozygous *Ripk1^{FL/+}; Cd4-Cre^{Tg/+}* mouse and *Ripk1^{FL/FL}* littermate with respective spleen, mLN and small intestine (SI). (F) Representative images of an aged *Ripk1^{K45A}* mouse and *Ripk1^{+/+}* littermate with respective spleen, mLN and small intestine (SI). (G) Quantification of the absolute SI length of young *Ripk1^{K45A}* mice ($n = 4$) and *Ripk1^{+/+}* littermates ($n = 3$) and aged *Ripk1^{K45A}* mice ($n = 7$) and *Ripk1^{+/+}* littermates ($n = 6$). (H) Tissue concentrations of IL-4, IL-5, IL-6, IL-10, IL-13, and TGF- β in the SI of young *Ripk1^{ΔCD4}* mice ($n = 13$) and *Ripk1^{FL/FL}* littermates ($n = 11$), and aged *Ripk1^{ΔCD4}* mice ($n = 17$) and *Ripk1^{FL/FL}* littermates ($n = 16$), were measured using multiplex assays (Meso Scale Discovery). Data are shown as mean $\pm$ SEM, with means represented by bars or horizontal lines and each dot representing an individual mouse. Data are representative of at least three independent repeats (C, F), or are combined from two independent repeats (B). Statistical significance was calculated in Graphpad Prism by (A) chi-square test, (B) Fisher's LSD two-way ANOVA on Log₂-transformed data CD4⁺: $p = 0.0006$, CD8 β ⁺: $p < 0.0001$, (D, G) Fisher's LSD two-way ANOVA on absolute values, or (H) two-sided unpaired T test with Welch's correction. ns non-significant, na not applicable, *** $p < 0.001$, **** $p < 0.0001$. Young mice: 8–12 weeks old. Aged mice: >6 months old. Source data are available online for this figure.

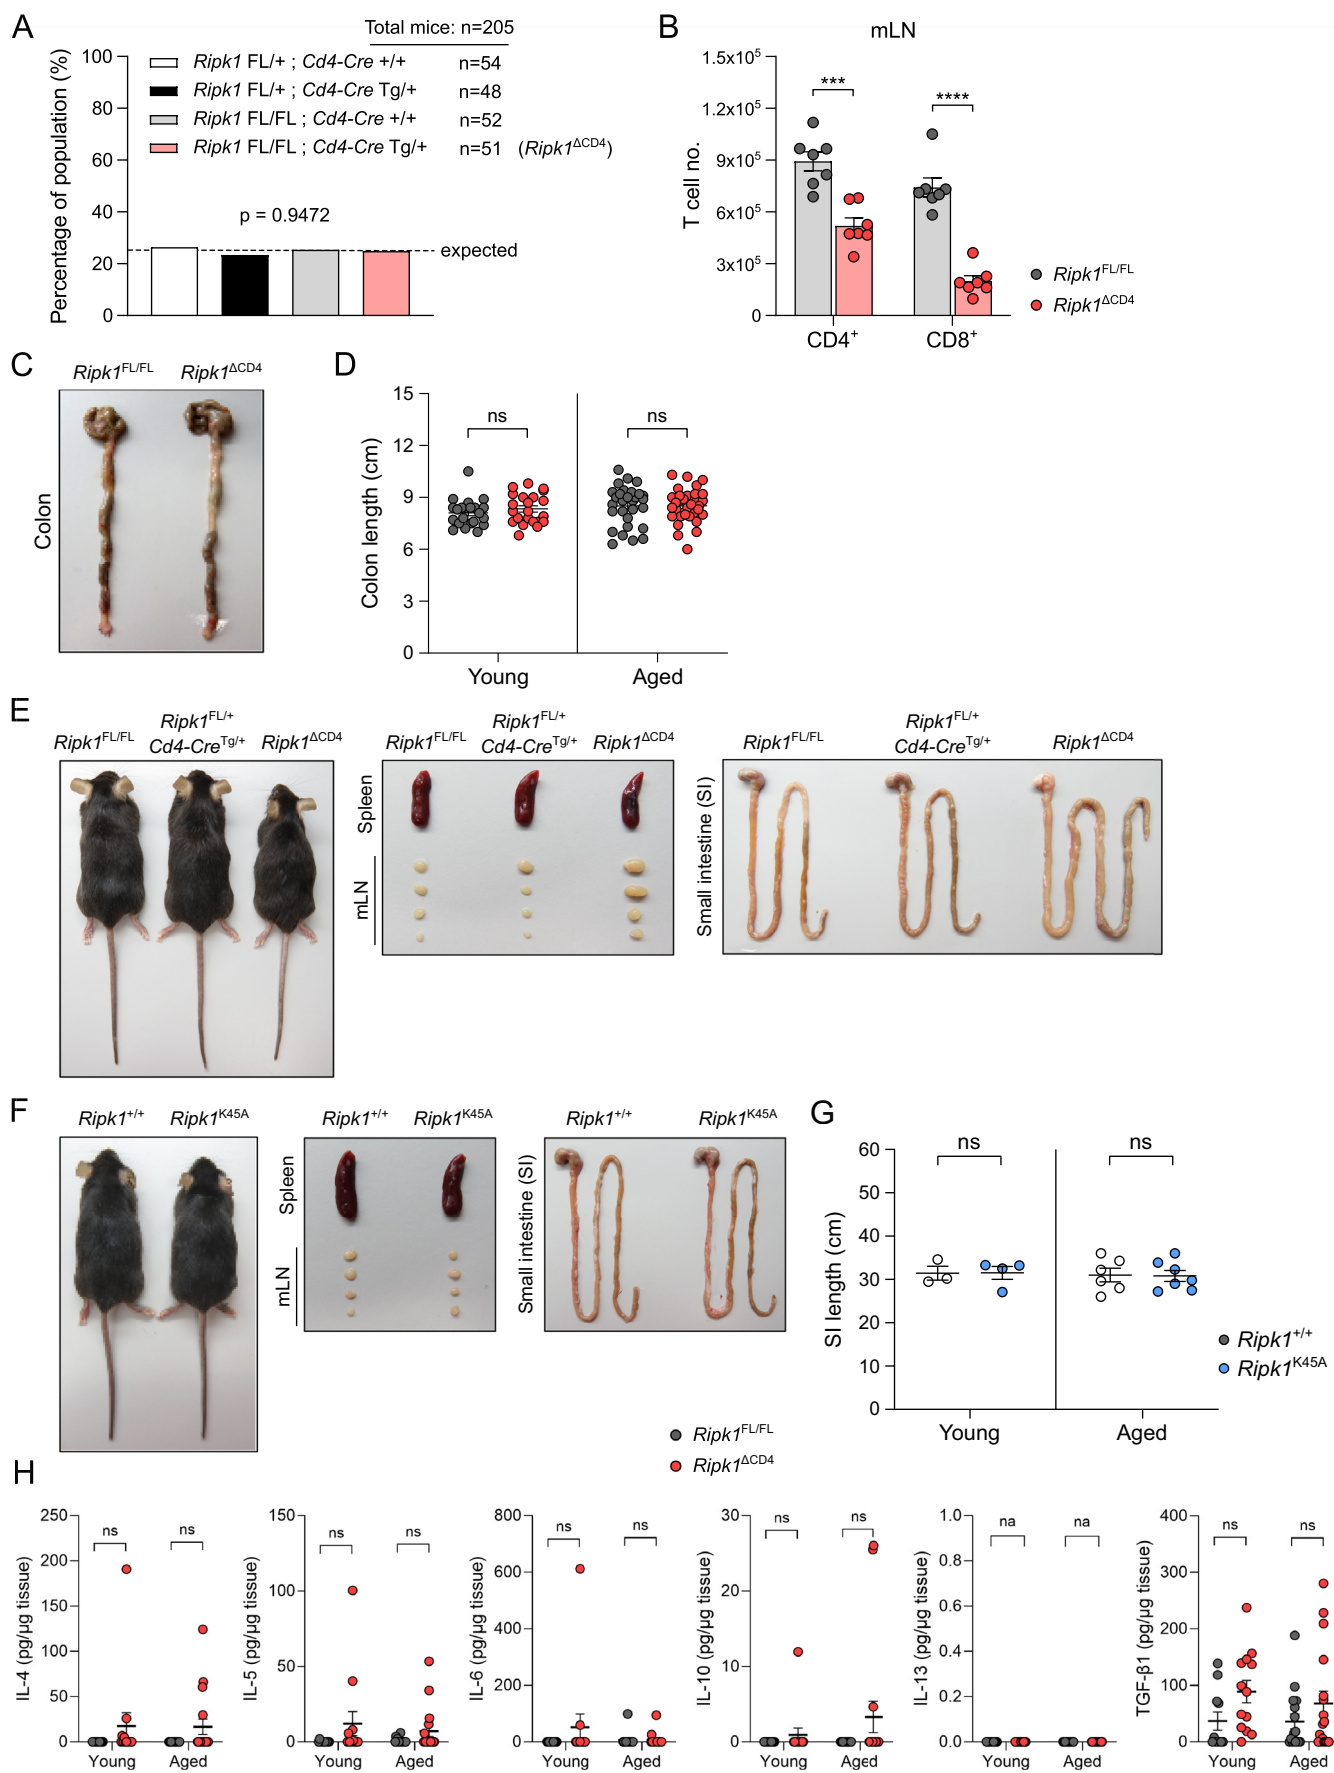

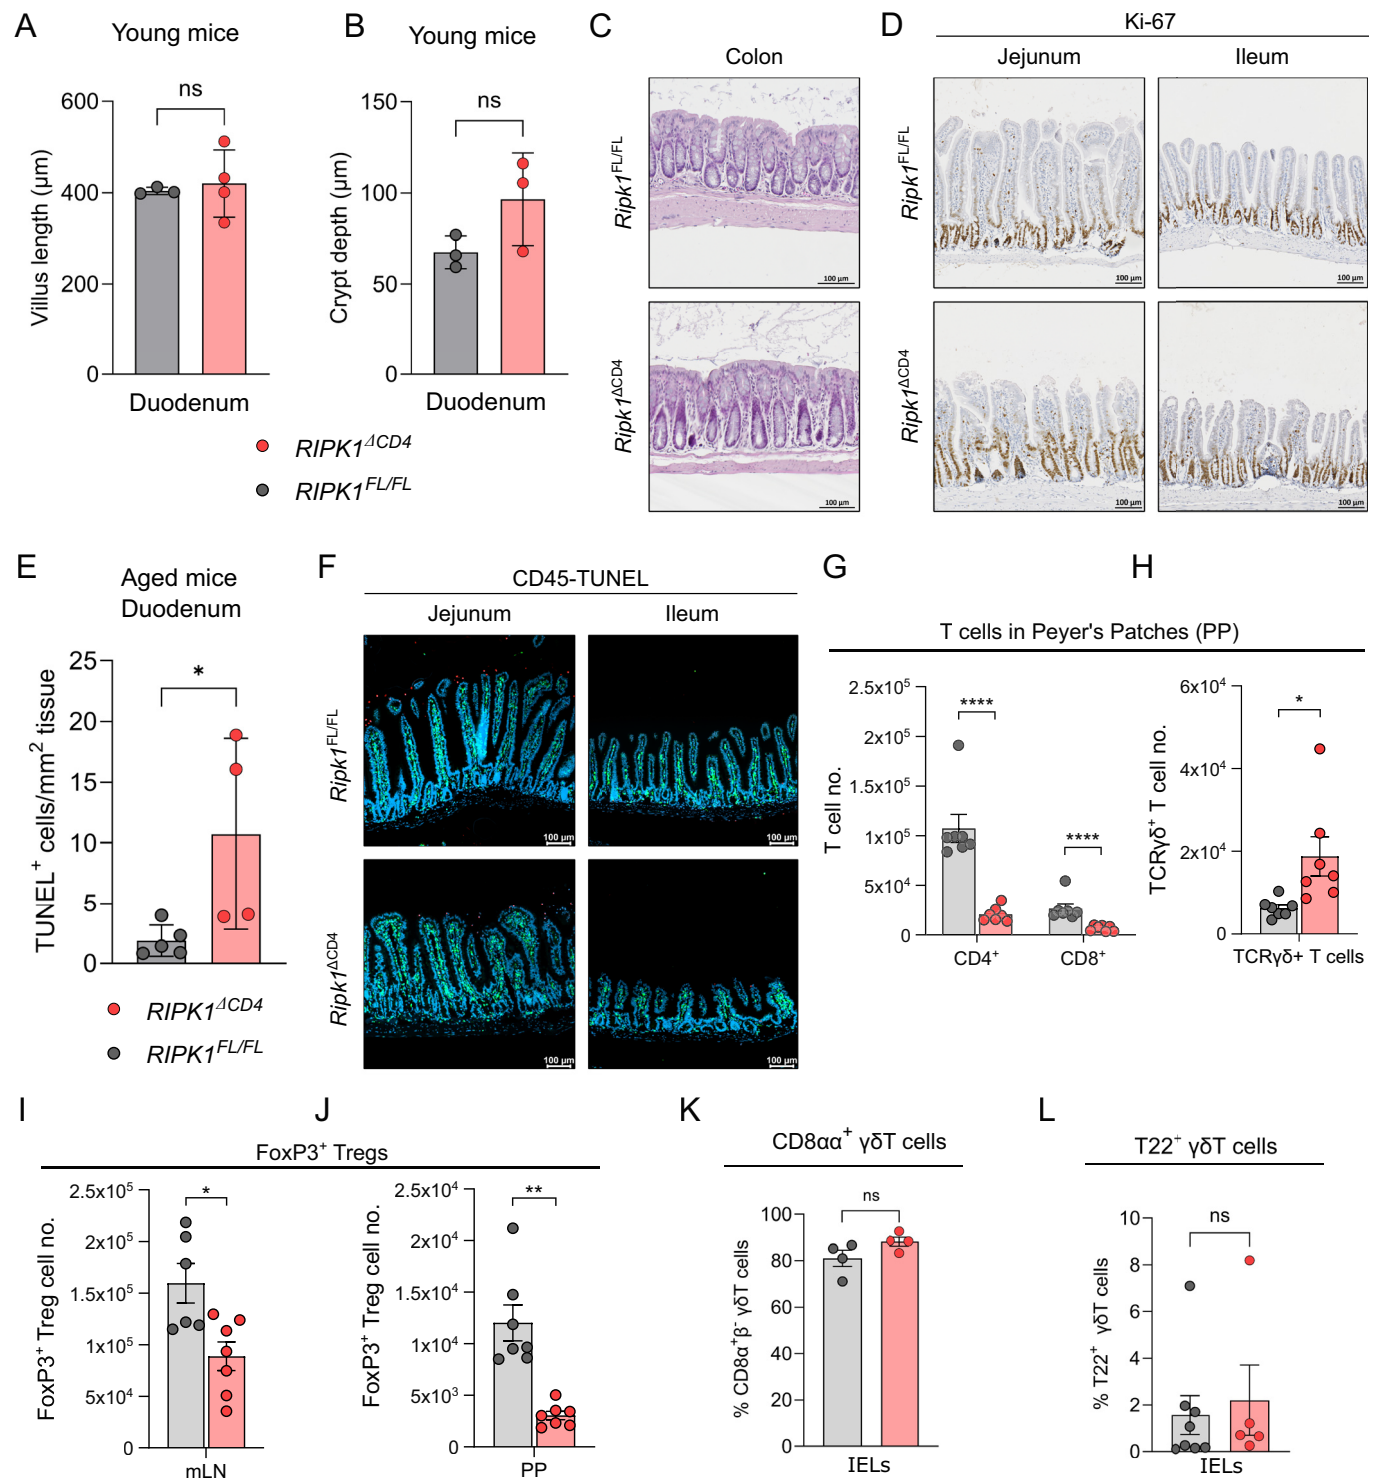

◀ **Figure EV2. The duodenum of *Ripk1^{ΔCD4}* mice displays villus atrophy, crypt hyperplasia, and immune cell infiltration.**

(A, B) Quantification of (A) the average villus length and (B) the average crypt depth in the duodenum of young *Ripk1^{ΔCD4}* and *Ripk1^{FL/FL}* littermates ($n = 3$). (C) H&E staining on sections of the colon of an aged *Ripk1^{ΔCD4}* mouse and *Ripk1^{FL/FL}* littermate. (D) Ki-67 staining on sections of the jejunum and ileum of aged *Ripk1^{ΔCD4}* mice and *Ripk1^{FL/FL}* littermates. (E) Quantification of TUNEL staining in the duodenum of aged *Ripk1^{ΔCD4}* mice ($n = 4$) and *Ripk1^{FL/FL}* littermates ($n = 5$), representing TUNEL-positive cells/mm² tissue area. (F) CD45-TUNEL staining on sections of the jejunum and ileum of aged *Ripk1^{ΔCD4}* mice ($n = 4$) and *Ripk1^{FL/FL}* littermates ($n = 5$). (C, D, F) Images are representative of *Ripk1^{ΔCD4}* mice ($n = 4$) and *Ripk1^{FL/FL}* littermates ($n = 5$). (G) Absolute numbers of CD4⁺ and CD8⁺ T cells in the Peyer's patches (PP) of young *Ripk1^{ΔCD4}* mice and *Ripk1^{FL/FL}* littermates, measured by flow cytometry. (H) Absolute numbers of TCRγδ⁺ T cells in the PP of young *Ripk1^{ΔCD4}* mice and *Ripk1^{FL/FL}* littermates, measured by flow cytometry. Data are obtained from $n = 7$ mice per group (G, H). (I, J) Absolute numbers of FoxP3⁺ Tregs in the mLN (I) and PP (J) of young *Ripk1^{ΔCD4}* mice and *Ripk1^{FL/FL}* littermates, measured by flow cytometry. (I, J) Data are obtained from *Ripk1^{ΔCD4}* mice ($n = 6$) and *Ripk1^{FL/FL}* littermates ($n = 7$). (K) Proportions of TCRγδ⁺ IELs expressing the CD8α receptor in young *Ripk1^{ΔCD4}* mice ($n = 4$) and *Ripk1^{FL/FL}* littermates ($n = 4$), measured by flow cytometry. (L) Proportions of TCRγδ⁺ IELs expressing the T22 TCR of young *Ripk1^{ΔCD4}* mice ($n = 5$) and *Ripk1^{FL/FL}* littermates ($n = 8$), measured by flow cytometry. (G, L) Data are representative of at least two independent repeats. Data are shown as mean ± SEM, with means being represented by bars or horizontal lines and each dot representing an individual mouse. Statistical significance was calculated in Graphpad Prism by Fisher's LSD two-way ANOVA on Log₂-transformed data (G) CD4⁺ and CD8⁺ T cells: $p < 0.0001$, Mann-Whitney test (A) $p = 0.6286$, (B) $p = 0.200$, and (E) $p = 0.0317$, or two-sided unpaired T test with Welch's correction (H) $p = 0.039$, (I) $p = 0.0141$, (J) $p = 0.0018$, (K) $p = 0.1345$, (L) $p = 0.7231$. ns = non-significant, * $p < 0.05$, ** $p < 0.01$, **** $p < 0.0001$. Young mice: 8–12 weeks old. Aged mice: >6 months old. Source data are available online for this figure.

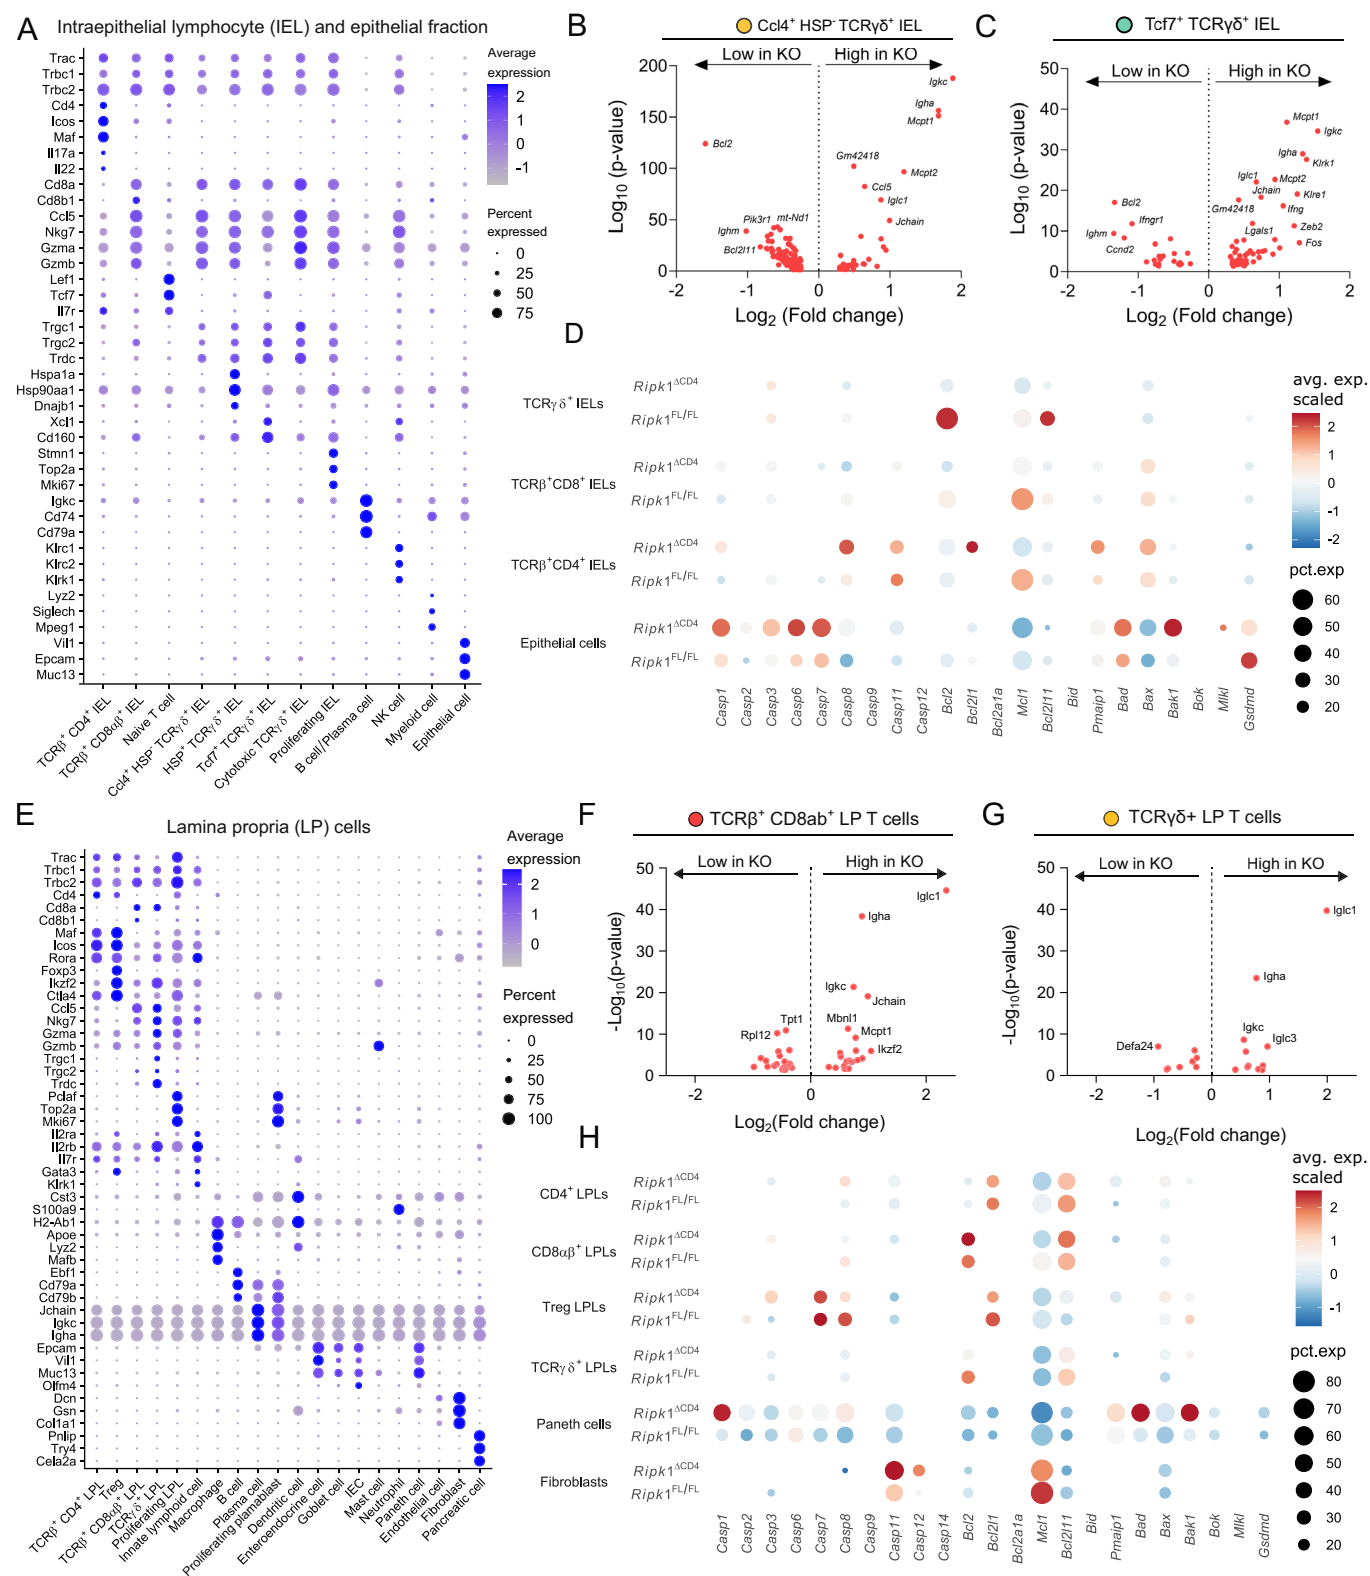

Figure EV3. *Ripk1^{ΔCD4}* mice display altered expression of cell death genes in intraepithelial and lamina propria cells.

(A) Cells were isolated from the epithelial layer (IEL) of young *Ripk1^{ΔCD4}* and *Ripk1^{FL/FL}* littermates and subjected to single-cell RNA sequencing (scRNA-seq). (B, C) Volcano plots representing significant differentially expressed (DE) genes in the clusters of (B) *Ccl4⁺* HSP⁺ TCRγδ⁺ IELs, and (C) *Tcf7⁺* TCRγδ⁺ IELs of *Ripk1^{ΔCD4}* mice compared to *Ripk1^{FL/FL}* littermates. 

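The source data behind Fig. EV3B and C give, for each listed gene, a p-value, the share of cells with a count of the gene in each genotype, an adjusted p-value, an average log2 fold change and a score. The paper's table for Fig. EV3B lists 321 genes, and its table for Fig. EV3C lists 76. The legend printed here names the cluster of Fig. EV3B as HSP+, whereas the paper's table for that panel and its main text name it HSP-. Several genes at the top of both tables are known products of other cells. Igkc and Igha encode the constant regions of the immunoglobulin kappa and alpha chains of plasma cells, and Mcpt1 and Mcpt2 encode mast cell proteases. In the feature list of the deposited matrices these genes are ENSMUSG00000076609, ENSMUSG00000095079, ENSMUSG00000022227 and ENSMUSG00000022226. On GRCm38, Mcpt1 lies on chromosome 14 from 56017964 to 56020391 and Mcpt2 beside it from 56021584 to 56044635. Of the lamina propria the paper describes plasma cell and mast cell transcripts as ambient mRNA markers, and it calls the intraepithelial cells similar. Ambient means RNA that was free in the cell suspension and captured together with a cell. No counts are given here, because the sources used here do not say which matrix holds which layer and genotype.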

Significance ($-\log_{10}$ of the *p*-value) is indicated on the y-axis, and $\log_2$ of the fold change in gene expression is indicated on the x-axis. (D) Dot plot displaying gene expression of Caspases, intrinsic apoptosis genes, and pore-forming proteins in T cell populations and epithelial cells in the IEL fraction. 

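Each row of this dot plot is a gene of cell death. Casp8 encodes the initiator caspase of death receptor signalling. Casp1 encodes the caspase of canonical inflammasomes. The gene printed as Casp11 appears in the feature list as Casp4 (ENSMUSG00000033538), and the RefSeq annotation gives Casp11 among its synonyms. On GRCm38, Casp4 lies on chromosome 9 from 5308849 to 5336791, next to Casp1, which lies from 5298517 to 5307281. Casp8 (ENSMUSG00000026029) lies on chromosome 1 from 58795233 to 58847503, on the same chromosome as Bcl2 (ENSMUSG00000057329), whose product inhibits mitochondrial apoptosis. The plot measures RNA counts of these genes, and caspases are activated by cleavage of the protein, which RNA counts do not measure.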

Size of dots represents the fraction of cells expressing a particular marker, and color intensity indicates mean-normalized scaled expression levels. Cells were isolated from the lamina propria (LP) of young *Ripk1^{ΔCD4}* and *Ripk1^{FL/FL}* littermates and subjected to single-cell RNA sequencing (scRNA-seq). (E) Dot plot displaying expression of marker genes per cluster used for cluster annotation. The size of dots represents the fraction of cells expressing a particular marker and color intensity indicates mean-normalized scaled expression levels. (F, G) Volcano plots representing significant differentially expressed (DE) genes in the clusters of TCRβ⁺CD8⁺ LP T cells (B) and TCRγδ⁺ LP T cells (C) of *Ripk1^{ΔCD4}* mice compared to *Ripk1^{FL/FL}* littermates. 

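The source data for the 2 panels order their columns differently. In the paper's table for Fig. EV3F, the column headed as the average log2 fold change equals the negative log10 of the adjusted p-value, within 0.01, for all 617 genes listed, and it holds no value below 0. The column headed score in that table holds values of both signs, 348 of them below 0. In the paper's table for Fig. EV3G, the score equals the negative log10 of the adjusted p-value for all 522 genes listed, and the column headed as the log2 fold change has 294 values below 0. Both tables also list genes that do not pass the threshold, 574 in the first and 503 in the second with an adjusted p-value of 0.05 or more. Near the top of both stand Igha and Jchain, which encode the constant region of the immunoglobulin alpha chain and the joining chain of secreted immunoglobulins. Jchain (ENSMUSG00000067149) lies on chromosome 5 of GRCm38 from 88519809 to 88527897, and Igha on chromosome 12 from 113256204 to 113260236.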

Significance ($-\log_{10}$ of the *p*-value) is indicated on the y-axis, and $\log_2$ of the fold change in gene expression is indicated on the x-axis. (H) Dot plot displaying gene expression of Caspases, intrinsic apoptosis genes, and pore-forming proteins in T cell populations, Paneth cells, and Fibroblasts in the LP fraction. Size of dots represents the fraction of cells expressing a particular marker, and color intensity indicates mean-normalized scaled expression levels. Data were obtained from *n* = 3 mice per group (A–H). 

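For the volcano plots of Fig. EV3, the Wilcoxon test ranks the cells of a cluster by their level of a gene and compares the ranks between the genotypes. Each cell counts as 1 independent observation in such a test, so that its p-value does not take into account that the cells come from 3 mice per group. The Bonferroni correction multiplies each p-value by the number of genes. In the paper's tables the ratio of the adjusted to the unadjusted p-value has a median of 20108 for Fig. EV3B and C and of 23788 for Fig. EV3F and G. The feature list of the deposited matrices holds 55385 genes.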

(B, C, F, G) Wilcoxon test was used to determine DE genes and *p*-values were adjusted using Bonferroni correction. Young mice: 8–12 weeks old. IEL intraepithelial lymphocytes, LP lamina propria. Source data are available online for this figure.

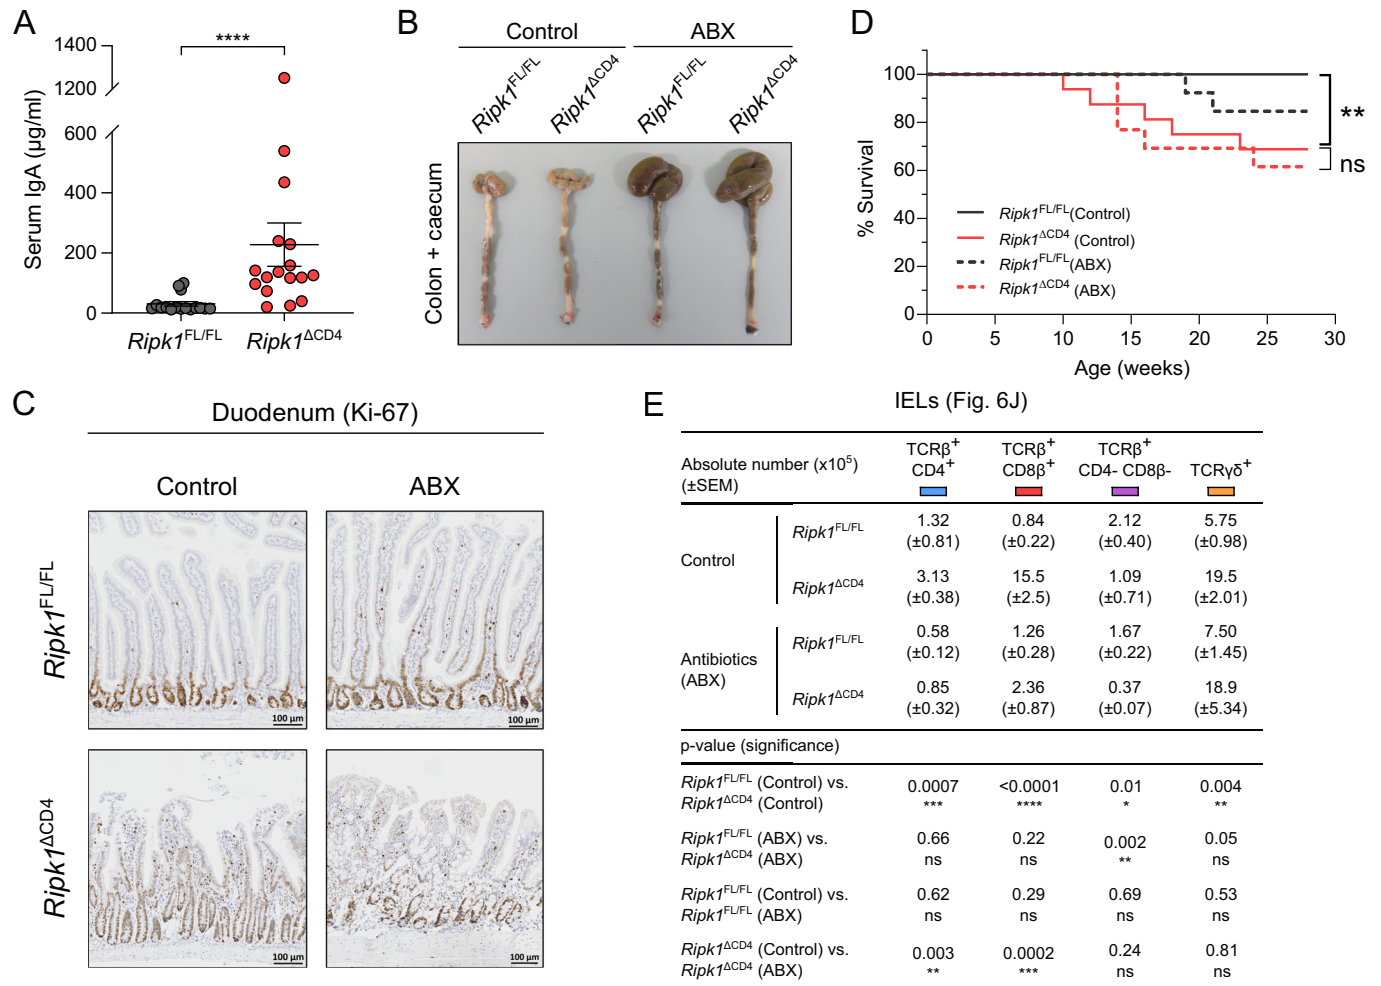

Figure EV4. SI elongation in *Ripk1*^{ΔCD4} mice is a response to the intestinal microbiome, while villus atrophy and TCR $\gamma\delta^+$ IEL expansion are not.

(A) Serum IgA concentrations in aged *Ripk1*^{ΔCD4} mice ($n = 17$) and *Ripk1*^{FL/FL} littermates ($n = 16$), measured by multiplex analysis (Meso Scale Discovery). Data are shown as mean $\pm$ SEM, with means represented by bars and each dot representing an individual mouse. (B) Representative images of the colon with caecum isolated from aged *Ripk1*^{ΔCD4} mice and *Ripk1*^{FL/FL} littermates, with and without ABX treatment. (C) Ki-67 staining on the duodenum of aged *Ripk1*^{ΔCD4} mice and *Ripk1*^{FL/FL} littermates, with and without ABX treatment. Images are representative of two independent repeats with ($n = 3$) *Ripk1*^{ΔCD4} mice (both ABX and control groups) or ($n = 4$) *Ripk1*^{FL/FL} littermates (both ABX and control groups). (D) Kaplan-Meier survival analysis of *Ripk1*^{ΔCD4} mice ($n = 16$) and *Ripk1*^{FL/FL} littermates ($n = 21$) without ABX control, and *Ripk1*^{ΔCD4} mice ($n = 13$) and *Ripk1*^{FL/FL} mice ($n = 13$) on ABX. (E) Table corresponding to Fig. 6J, indicating the absolute numbers of the different IEL populations and resulting p -values of the statistical analysis (Fisher's LSD two-way ANOVA), with ($n = 4$) *Ripk1*^{ΔCD4} mice (control) ($n = 3$) *Ripk1*^{ΔCD4} mice (ABX) or ($n = 5$) *Ripk1*^{FL/FL} littermates (both ABX and control groups). (A, D) Data are combined from two independent repeats, or (B, C, E) representative of two independent repeats. Statistical significance was calculated in Graphpad Prism by (A) Mann-Whitney test $p < 0.0001$, (D) Gehan-Wilcoxon test for survival, *Ripk1*^{FL/FL} vs *Ripk1*^{ΔCD4} (Control): $p = 0.0067$, Control vs ABX (*Ripk1*^{ΔCD4}): $p = 0.8301$, or (E) two-way ANOVA on Log₂-transformed data with p -values indicated in table. ns = non-significant, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$. Aged mice: >6 months old. IEL intraepithelial lymphocytes. Source data are available online for this figure.

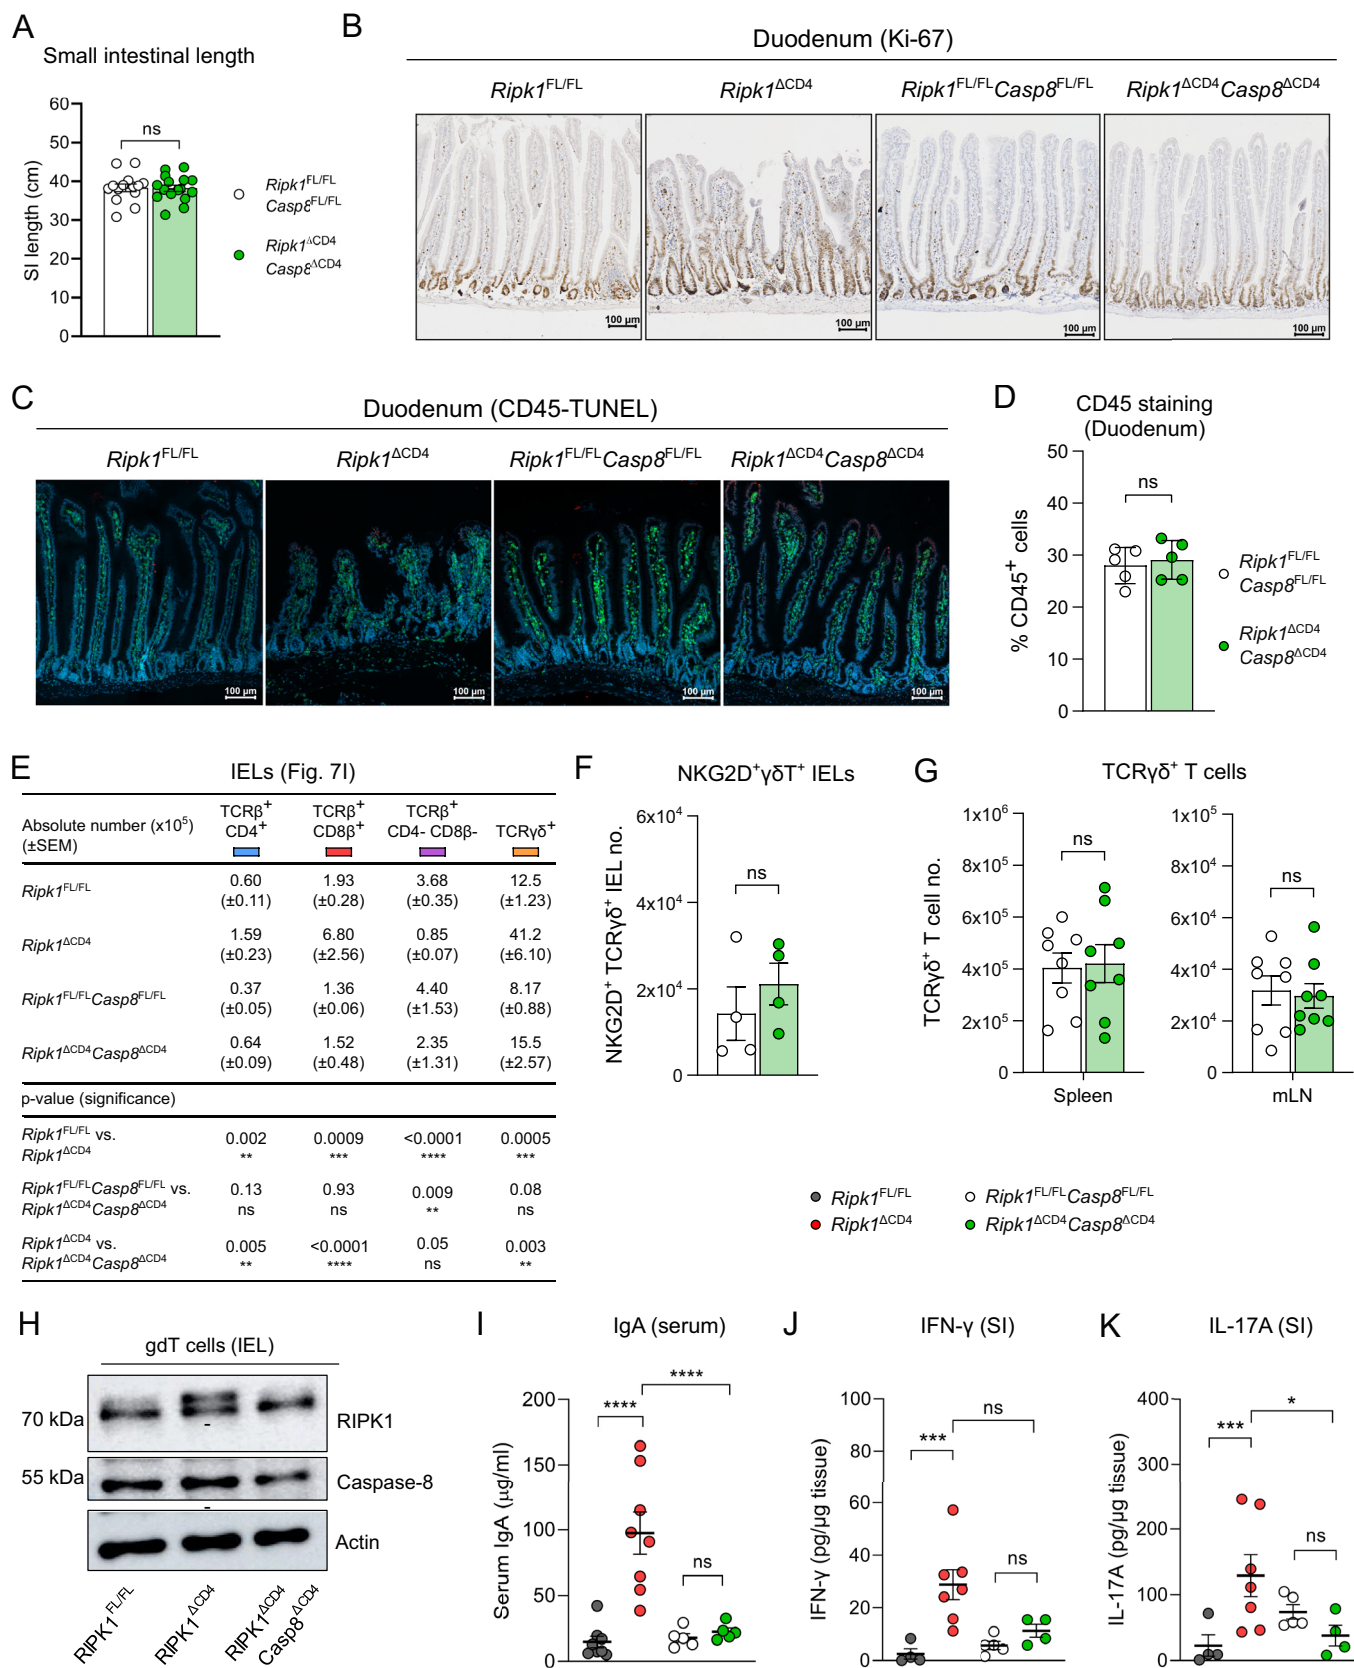

Figure EV5. Villus atrophy is TNFR1-dependent, and T cell ablation of caspase-8 prevents the development of intestinal pathology.

(A) Quantification of the absolute small intestine (SI) length of *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice ($n = 16$) and *Ripk1^{FL/FL}Casp8^{FL/FL}* littermates ($n = 14$). (B) Ki-67 staining on duodenum sections of aged *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice and *Ripk1^{FL/FL}Casp8^{FL/FL}* littermates. (C) CD45-TUNEL staining on duodenum sections of aged *Ripk1^{ΔCD4}* and *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice and their respective *Ripk1^{FL/FL}* and *Ripk1^{FL/FL}Casp8^{FL/FL}* littermates (CD45 = Green; TUNEL = Red). (D) Quantification of CD45 staining in the duodenum of aged *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice and *Ripk1^{FL/FL}Casp8^{FL/FL}* littermates ($n = 5$), represented as the percentage of CD45-positive cells within the total number of cells (determined by DAPI staining). (E) Table corresponding to Fig. 7I, indicating the absolute numbers of the different IEL populations and their resulting p -values of the statistical analysis (Fisher's LSD two-way ANOVA). (F) Absolute numbers of NKG2D⁺ TCRγδ⁺ IELs in the SI epithelial layer of young *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice and *Ripk1^{FL/FL}Casp8^{FL/FL}* littermates ($n = 4$), measured by flow cytometry. (G) Absolute numbers of TCRγδ⁺ T cells in the spleen (left) and mLN (right) of young *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice and *Ripk1^{FL/FL}Casp8^{FL/FL}* littermates ($n = 8$), measured by flow cytometry. (H) Western blot on FACS-sorted TCRγδ⁺ IELs, showing RIPK1, Caspase-8, and Actin in *Ripk1^{FL/FL}*, *Ripk1^{ΔCD4}* and *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice. (I) Serum IgA concentrations in young *Ripk1^{ΔCD4}* mice ($n = 8$) and *Ripk1^{FL/FL}* littermates ($n = 8$), and aged *Ripk1^{ΔCD4}Casp8^{ΔCD4}* mice ($n = 5$) and *Ripk1^{FL/FL}Casp8^{FL/FL}* littermates ($n = 5$), measured by multiplex analysis (Meso Scale Discovery). Data are representative of two (E) or three (A) independent repeats, or (G) are combined from two independent repeats. Data are shown as mean ± SEM, with means being represented by bars or horizontal lines and each dot representing an individual mouse. Statistical significance was calculated in Graphpad Prism by unpaired T-test with Welch's correction (A, D, F, G), or Fisher's LSD two-way ANOVA on Log₂-transformed data (E) with p -values indicated in table (I) *Ripk1^{FL/FL}* vs *Ripk1^{ΔCD4}*: $p < 0.0001$, *Ripk1^{ΔCD4}* vs *Ripk1^{ΔCD4}Casp8^{ΔCD4}*: $p < 0.0001$, *Ripk1^{FL/FL}Casp8^{FL/FL}* vs *Ripk1^{ΔCD4}Casp8^{ΔCD4}*: $p = 0.7831$; (J) *Ripk1^{FL/FL}* vs *Ripk1^{ΔCD4}*: $p = 0.0002$, *Ripk1^{ΔCD4}* vs *Ripk1^{ΔCD4}Casp8^{ΔCD4}*: $p = 0.1071$, *Ripk1^{FL/FL}Casp8^{FL/FL}* vs *Ripk1^{ΔCD4}Casp8^{ΔCD4}*: $p = 0.1931$; (K) *Ripk1^{FL/FL}* vs *Ripk1^{ΔCD4}*: $p = 0.0009$, *Ripk1^{ΔCD4}* vs *Ripk1^{ΔCD4}Casp8^{ΔCD4}*: $p = 0.0401$, *Ripk1^{FL/FL}Casp8^{FL/FL}* vs *Ripk1^{ΔCD4}Casp8^{ΔCD4}*: $p = 0.1621$. ns = non-significant, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$. Young mice: 8–12 weeks old, aged mice: >6 months old. IEL intraepithelial lymphocytes. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

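The deposited single-cell data are 4 unfiltered matrices of UMI counts, each from 1 lane of the 10x Chromium 3′ protocol that pooled cells of 3 mice. The authors mapped the reads to GRCm38 and counted genes, surface antibodies and hashtags with Cell Ranger 5.0.0. The labels describe 4 conditions, which are the intraepithelial and lamina propria layers of Ripk1 FL/FL and Ripk1 ΔCD4 mice. The control genotype is printed there as Ripk1FL/F and was read with the paper as Ripk1 FL/FL. The paper's figure legends give the age of the mice as 8 to 12 weeks. The sources used here do not say which matrix belongs to which condition. The matrices were not assigned from their order or their contents. They are called lanes 1 to 4 here, and the numbers carry no meaning. For this reason the planned comparisons of genotypes and layers, with their gene lists, permutation tests and count models, were not run, and no value is placed beside a claim of the paper. A deposited note pairs hashtags 5, 6 and 7 with mouse replicates 1, 2 and 3, so values are given per mouse within a lane.

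The lanes held 28390493, 58935342, 53591899 and 31257722 gene UMIs. A barcode was kept as a cell with at least 1000 gene UMIs, at least 500 genes and at most 20% mitochondrial UMIs, which left 7001, 9228, 7052 and 3747 cells with medians of 2022, 2846, 2998 and 2892 UMIs. Hashtags were assigned with HTODemux of Seurat 5.3.0 at a positive quantile of 0.99. Cells with 2 or more hashtags (392, 466, 320 and 223) and cells with none (449, 1920, 1554 and 434) were left out, and 21270 cells were assigned to 1 mouse. Doublets within a mouse were called with Scrublet in scanpy 1.11.5. Its automatic threshold marked 2.4% of cells in lane 2 and under 0.5% in the other lanes, where the rate implied by the hashtag doublets set the threshold instead. After the called cells were left out, 20511 cells were used.

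Counts were normalized to 10000 per cell, log-transformed and scaled, and 2000 variable genes without immunoglobulin genes and T cell receptor segments gave 50 principal components. All lanes were clustered together by the Leiden method (leidenalg 0.10.2) at a resolution of 1.3, since the layer of a lane is not known. The planned clustering per layer was therefore not made. The 37 clusters were named from markers listed before the data were examined, with at least 3 markers detected in 10% of cells or more and at least 2 times the level of the other clusters. The remaining steps of the naming were set after the clusters were seen. Proliferating clusters were called T or plasma from CD3 or plasma cell genes, and a cluster with markers of Paneth and goblet cells was given a joint name. A T-like cluster needed a CPM (counts scaled to the total UMIs, in the standard unit) of at least 500 for the CD3 genes, γδ and αβ T-like clusters were told apart by receptor genes and antibodies, and 1 cluster of 65 cells with enterocyte RNA and T cell surface proteins stayed unnamed. Gene levels are sums of raw counts over the cells of a mouse and cell type with at least 20 cells, in CPM. Antibody levels are mean counts per cell, with the highest of 9 isotype controls beside them. Shares are given among types that carry CD45, because CD45+ and CD45- cells were sorted and mixed.

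Levels were computed for genes that the paper names for a cell type, together with a few of their relatives and Ripk1. Only some of these genes are reported below, and the choice among them was not planned beforehand. The rule for the largest changes between genotypes could not be applied. Free RNA was described from barcodes with 10 to 100 UMIs. Alternatives tried were at least 2000 UMIs, at most 10% mitochondrial UMIs and another hashtag rule, in which the most abundant hashtag needs at least 10 counts and at least 3 times the next. Further alternatives, added after seeing the data, were called doublets kept, resolutions of 0.8 and 2, and leaving out each mouse.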

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

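The paper lists a panel of surface antibodies in its methods and shows no antibody counts from the single cells. The values below were flagged because the lowest antibody signal of a mouse in a lane was more than 2 times the highest isotype control of any mouse in the same cell type and lane. The rule and the 3 pairs of antibody and cell type were set after the data were examined, and the conditions of the lanes are not known. In γδ T-like cells, the TCRγδ antibody had a median over mice of 11.1 counts per cell in lane 1, 8.72 in lane 2, 8.09 in lane 3 and 8.57 in lane 4. The CD8b antibody also exceeded the limit in this class in lanes 1, 2 and 4, with medians of 6.24, 7.38 and 2.72. The TCRβ antibody did not exceed the limit in this class in any lane. In lane 1, at 0.703 to 1.18, it was above the highest isotype control of each mouse, which were 0.271 to 0.528. In lane 4 it was below, at 0.0724 to 0.133. Whether the class of lane 1 also holds αβ T cells was not tested. In CD8αβ T-like cells, the TCRβ antibody had a median of 3.34 in lane 1, 2.76 in lane 2 and 1.44 in lane 4. In lane 3 it did not pass, with 0.344 in mouse 3 against an isotype control of 0.358. The TCRγδ antibody in the same CD8αβ T-like class also exceeded this limit in lanes 2 and 3, with medians of 2.38 and 4.39. The CD4 antibody exceeded it in lanes 1, 2 and 4, with medians of 12.7, 6.27 and 6.00. In lane 4 it was 1.00 in mouse 1 with 353 cells, 9.8 in mouse 2 with 25 and 6.00 in mouse 3 with 56. At resolution 2 the share of this class fell from 8.45% to 5.78% in lane 2 and from 14.4% to 8.00% in lane 3. The name therefore does not describe the whole class in lanes 2 and 3. In lanes 1 and 4 the share was 10.9% and 15.4%, against 10.9% and 15.6%. The antibody values there do not settle the name. The CD4 antibody in epithelial cells of lane 2 also exceeded the limit, at 8.92 to 16.0 against isotype controls of at most 1.28. In epithelial cells of lane 4, with 2 mice, the TCRγδ antibody exceeded it, at 1.64 to 2.37 against at most 0.6. The CD8a, CD8b and CD103 antibodies exceeded it there too. In macrophage-like cells of lane 2 the CD4 antibody did, at 9.9 to 13.3 against at most 2.75. In NK-like cells, the NKG2D antibody had a median of 2.92 in lane 1, 3.26 in lane 2 and 2.19 in the 2 mice of lane 3 with at least 20 such cells. The CD4 antibody also exceeded the limit in NK-like cells of lane 2, with a median of 7.51. At a resolution of 2, NK-like cells of lane 2 fell from 211 to 128, and 82 cells of that lane formed a CD4 T-like cluster led by Zbtb16, so the name does not describe the whole class there either. In NK-like cells of lane 1 the CD8a and CD103 antibodies exceeded the limit, with medians of 3.62 and 3.85, and in lanes 2 and 3 they did not. Receptor antibodies entered the naming of the T-like clusters, so the TCR values are not independent of the names. The gene of NKG2D, Klrk1, was among the markers of NK-like clusters, so the NKG2D values are not fully independent of that name. No biological explanation was tested.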

How the results depend on the processing

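The share of γδ T-like cells among CD45+ types was 72.9% in lane 1, 2.00% in lane 2, 3.24% in lane 3 and 71.1% in lane 4. With 1 value per lane and setting, a value counted as moved when it left the 95% binomial confidence interval (exact) of the share, which covers counting error only. Of 24 values under alternatives other than leaving out a mouse, 22 stayed within it. At a resolution of 2, an alternative added after seeing the data, the share was 4.69% in lane 2 and 9.54% in lane 3, where cells counted as CD8αβ T-like at 1.3 fell into γδ T-like clusters. Leaving out each mouse in turn, also added after seeing the data, gave 72.2% to 73.7% in lane 1, 1.75% to 2.39% in lane 2, 2.99% to 3.62% in lane 3 and 64.3% to 80.4% in lane 4. Of these 12 values 3 moved, the highest in lane 2 and the lowest and highest in lane 4, and the cause was not tested. Of 144 values of other cell types and genes, 27 moved, and of 72 without a mouse 34 moved. Without mouse 1 the share of CD8αβ T-like cells in lane 4 was 5.49% instead of 15.6%, and without mouse 3 Klrk1 in γδ T-like cells of lane 4 was 31.9 CPM instead of 68.3. Lane 4 held the fewest cells, with 412 in mouse 2. The alternatives planned for comparisons of genotypes were not run, since no comparison was made.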

Differences from the paper's values

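The paper's text gives 86180 cells over all libraries of the study. The 4 matrices analysed here held 27028 barcodes that passed the cell filter. The paper counts more libraries in its total than these 4 matrices, and it does not say how they map to the matrices. Whether the 2 counts cover the same cells is therefore not known. The alternatives set before the data were examined also differ, with 18385 cells at a minimum of 2000 UMIs and 25052 at no more than 10% mitochondrial UMIs. Both are stricter filters, which can only lower the count, so they do not test the difference. The paper's text names Cell Ranger for the processing of barcodes and gives no thresholds of a cell filter, so the thresholds here were not matched to the paper's.

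Some columns of the paper's source tables hold values that their headings do not allow. In the table for Fig. 4F, the column headed as the adjusted p-value has 21 values above 1, and the column headed as the log2 fold change has no value below 0 and a highest value of 0.0494. The ratio of the latter column to the unadjusted p-value has a median of 20108, the same as the ratio of adjusted to unadjusted p-values in the tables for Fig. 4C and Fig. EV3B. In the table for Fig. EV3F, the column headed as the log2 fold change equals the negative log10 of the adjusted p-value for all 617 genes. In the table for Fig. 5C, the first share of cells is headed as that of control mice, and in the tables for Fig. 4C, 4F and EV3 as that of Ripk1 ΔCD4 mice. For Il17a, which the paper's text reports as upregulated in Ripk1 ΔCD4 mice, the first share in the paper's table for Fig. 5C is 0.281 and the second is 0.086, so the heading and the text give opposite directions.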

Other observations

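The values in this part belong to 4 lanes whose layer and genotype are not known, and no test between lanes was made. The shares of γδ T-like cells among CD45+ types fell into 2 separate clusters. In lane 1 they were 73.9%, 69.5% and 73.6% in mice 1, 2 and 3, and in lane 4 they were 60.7%, 76.8% and 81.6%. In lane 2 they were 2.25%, 2.50% and 1.41%, and in lane 3 they were 2.53%, 4.05% and 3.37%. At a resolution of 2, added after seeing the data, the pooled shares of lanes 2 and 3 were 4.69% and 9.54%. Plasma-like cells split the lanes in the opposite way, from 0.103% to 3.20% in the mice of lanes 1 and 4 and from 9.32% to 20.9% in those of lanes 2 and 3. Macrophage-like cells made up at most 0.636% in lanes 1 and 4, and 14.3% to 29.2% in lanes 2 and 3. Cells with RNA of the exocrine pancreas (Pnlip, Try4, Cela2a) numbered 37, 56 and 49 in the mice of lane 2, and 1, 1 and 0 in those of lane 3. They were not counted among the CD45+ types. Their cluster also held CD3 genes at 453 CPM, and the CD4 and TCRβ antibodies at 18.4 and 2.60 counts per cell. Whether they were pancreatic cells or T cells with pancreatic RNA was not tested.

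In γδ T-like cells, the granzyme gene Gzma reached 33338 to 34285 CPM in the mice of lane 1 and 36676 to 46778 in those of lane 4, against 4696 to 5241 in lane 2 and 3748 to 7659 in lane 3. Gzmb, another granzyme gene, was higher in the mice of lane 1, at 5159 to 6267, than in those of lane 4, at 4286 to 4719. Lanes 2 and 3 differ from lanes 1 and 4 in the cells of this class. A cluster led by Cd163l1 holds 71 of the 125 γδ T-like cells of lane 2 and 115 of the 147 of lane 3, and 4 and 5 cells of lanes 1 and 4. At a resolution of 2, a further γδ T-like cluster led by Gzma holds 166 cells of lane 2 and 289 of lane 3, most of which were counted as CD8αβ T-like in the values above. Klre1, a killer cell lectin-like receptor gene, was at 52.1, 113.7 and 71.8 CPM in mice 1, 2 and 3 of lane 1 and at 260.4, 231.6 and 343.3 in those of lane 4. Klrk1, which encodes NKG2D, was at 3.54, 13.4 and 10.8 in lane 1 and at 40.4, 4.29 and 109.4 in lane 4, so that the mice of lane 4 spread widely. In lanes 2 and 3, with 35 to 64 such cells per mouse, Klrk1 was at 34.1 to 99.3 and 67.7 to 84.5. Of the further killer cell lectin-like receptor genes, Klrd1 was at 689.6 to 908.1 in lane 1 and 970.6 to 1064 in lane 4. Klrh1 was at 116.1 to 143.4 and 221.6 to 441.3. The chemokine gene Ccl5 was at 8169 to 9759 in lane 1 and 16309 to 19228 in lane 4, and the survival gene Bcl2 at 665.5 to 928.0 and 99.2 to 274.5. Different clusters hold most γδ T-like cells of these lanes, with 2194 cells of lane 1 and 220 of lane 4 in one, and 166 and 1128 in another. The TCRβ antibody in γδ T-like cells also differed, at 0.703 to 1.18 counts per cell in lane 1 and 0.0724 to 0.133 in lane 4. The highest isotype controls of the mice were 0.271 to 0.528 in lane 1 and 0.243 to 0.284 in lane 4. Whether αβ T cells within the class of lane 1 add to the gene differences between lanes 1 and 4 was not tested. In CD4 T-like cells, Il17a was at 526.5 to 897.9 CPM in lane 2 and 1101 to 2340 in lane 3, and Tmem176b at 52.5 to 72.2 and 242.6 to 421.7. The highest Il17a levels were those of lane 1, at 11230 and 5447 in mice 1 and 3 with only 22 and 30 such cells, where Tmem176b was at 318.9 and 260.6. The class is split between a cluster led by Icos, with 779 cells of lane 2, 104 of lane 3 and 18 of lane 1, and a cluster led by Il17a, with 207, 424 and 52. In epithelial cells with at least 20 cells per mouse, Gpx2, a glutathione peroxidase gene, was at 455.0 to 678.5 in the 3 mice of lane 2. It was at 1329 to 1391 in 2 mice of lane 3 and at 1759 to 2188 in 2 mice of lane 4. These cells come from 1 cluster with a median of 2908 UMIs, with 130, 308 and 41 cells of lanes 2, 3 and 4. The rest come from another with a median of 17107 UMIs, with 32, 48 and 58. T cell antibodies in this class also differed between the lanes. In lanes 2, 3 and 4 the medians were 15.95, 2.18 and 0.886 for CD4 and 9.75, 2.88 and 3.38 for CD8b. For TCRγδ they were 1.41, 0.253 and 2.00. Ripk1 itself was at 54.4 to 64.5 CPM in γδ T-like cells of lane 1, 45.9 to 91.7 in lane 2, 20.3 to 54.2 in lane 3 and 50.9 to 70.0 in lane 4. In CD8αβ T-like cells it was at 38.7 to 67.1, 33.1 to 72.9, 51.3 to 89.0 and 19.7 to 57.8 in lanes 1 to 4, and in CD4 T-like cells at 33.6 to 39.1 in 2 mice of lane 1, 47.0 to 70.5 in lane 2 and 32.7 to 66.6 in lane 3. Some of these ranges rest on few counts. Ripk1 had 8 counts in all CD4 T-like cells of lane 1, and 22 and 13 in γδ T-like cells of lanes 2 and 3. In cells with a deleted exon, 3′ counts need not show the deletion.

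The NKG2D antibody in γδ T-like cells stayed below the highest isotype control in every mouse of lanes 1, 2 and 3, with medians over mice of 0.227, 0.396 and 0.275 counts per cell. In lane 4 it exceeded the highest isotype control of mice 1 and 3, at 0.267 against 0.265 and 0.307 against 0.284. In mouse 2 it was below, at 0.111 against 0.243. The CD8αβ T-like class of lanes 2 and 3 partly falls into γδ T-like clusters at a resolution of 2. There the NKG2D antibody was at 0.573 to 0.892 in lane 3, with highest isotype controls of 0.305 to 0.385. In lane 2 it was 0.292 to 0.681, with controls of 0.457 to 0.595. In lane 4 the highest value of this class was 1.21, in mouse 3 with 56 cells, against a control of 0.232. In mice 1 and 2 of lane 4 it was 0.210 and 0.28, with controls of 0.261 and 0.24. The share of the class in lane 4 was 15.4% at a resolution of 2, against 15.6%. In lane 1 the antibody stayed below the control in every mouse. Which cells gave these signals was not tested.

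Immunoglobulin and mast cell protease RNA in γδ and CD8αβ T-like cells was compared with barcodes of 10 to 100 UMIs, by tests and limits written before the result was seen. A check of what the cells that make the RNA would give was added afterwards. For Mcpt1 and Mcpt2, the share of Mcpt1 in the sum of both differed by at most 5.55 percentage points over the 3 lanes with enough counts. Mast-like cells themselves differed from the barcodes of few UMIs by 3.08 to 6.35 points, so free RNA and RNA of mast cells captured with a T cell cannot be told apart by this share. For Igkc, Igha, Jchain, Iglc1 and Ighm, the largest difference in a gene's share was 41.9 points, for Ighm in lane 1, which made up 44.0% of these counts in T-like cells and 2.11% in the barcodes of few UMIs. This value argues against free RNA as the whole source of the immunoglobulin counts in lane 1. The largest difference was 4.51 points in lane 2, 12.5 points in lane 3 and 1.64 points in lane 4. Plasma-like cells themselves differed from the barcodes of few UMIs by 4.82 to 14.4 points over the lanes, a range that holds the value of the T-like cells of lane 3 and lies above those of lanes 2 and 4. Whether plasma cells captured with a T cell add to the counts of these 3 lanes was not tested. The check used plasma-like cells only, of which lane 1 held 10, and not the 340 B-like cells of that lane. What gave the Ighm counts in lane 1 stays open, and no biological explanation was tested.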
